# Comparative analysis of transcriptional changes in zebrafish *cep290* and *bbs2* mutants by RNA-seq reveals upregulation of inflammatory and stress-related pathways

**DOI:** 10.3389/fnmol.2023.1148840

**Published:** 2023-05-24

**Authors:** Sarah E. Grabinski, Dhwani Parsana, Brian D. Perkins

**Keywords:** *cep290*, regeneration, zebrafish, *bbs2*, Müller cell 22

## Abstract

Acute injury to the adult zebrafish retina triggers the release of pro-inflammatory cytokines and growth factors that stimulate multiple gene regulatory networks, which ultimately stimulate Müller glia to proliferate and regenerate neurons. In contrast, zebrafish carrying mutations in *cep290* or *bbs2* undergo progressive loss of cone photoreceptors and exhibit signs of microglia activation and inflammation, but the mutants fail to stimulate a regeneration response. To identify transcriptional changes that occur in zebrafish mutants undergoing progressive photoreceptor degeneration, RNA-seq transcriptional profiling was performed on *cep290*^−/−^ and *bbs2*^−/−^ retinas. The PANTHER Classification System was used to identify biological processes and signaling pathways that were differentially expressed between mutants and wild-type siblings during degeneration. As expected, genes associated with phototransduction were downregulated in *cep290* and *bbs2* mutants compared to wild-type siblings. Although both *cep290* and *bbs2* mutants undergo proliferation of rod precursors in response to retinal degeneration, the process of negatively regulating proliferation is enriched for upregulated genes, and this negative regulation may restrict proliferation of Müller glia and inhibit regeneration. A total of 815 differentially expressed genes (DEGs) were shared by *cep290* and *bbs2* retinas. Genes in pathways associated with inflammation, apoptosis, stress response, and PDGF signaling were overrepresented. Identifying the genes and biological pathways that are common in zebrafish models of inherited retinal degeneration provides a foundation for future studies on the mechanisms that regulate cell death as well as processes that prohibit Müller cell reprogramming or proliferation in a model capable of retinal regeneration. The pathways will provide targets for future interventions that may promote successful regeneration of lost photoreceptors.

## Introduction

Ciliopathies are a collection of rare genetic disorders that result from defects in the genesis or function of primary cilia (Reiter and Leroux, 2017). Cilia are microtubule-based structures that function like cellular antennae to detect extracellular stimuli and mediate intracellular signaling. Cilia are critically important for cellular physiology, developmental signaling, and organ function. Unsurprisingly, ciliopathies exhibit a broad range of overlapping clinical features and are best considered a spectrum of diseases with considerable clinical and genetic heterogeneity (Waters and Beales, 2011; Van De Weghe et al., 2022). Pathogenic disease variants in more than 190 genes have been linked to ciliopathies, with some genes associated with multiple ciliopathy disorders (Coppieters et al., 2010). Syndromic ciliopathies exhibit variable pleiotropy and include the lethal disease Meckel syndrome (MKS), Joubert Syndrome (JBTS), Bardet-Biedl Syndrome (BBS), and Senior-Løken Syndrome (SLS). In other cases, the defect is isolated to a single tissue and results in non-syndromic disease, such as retinitis pigmentosa (RP) or Leber Congenital Amaurosis (LCA).

Retinal degeneration is one of the most common clinical features of ciliopathies but other ocular phenotypes can occur. Retinopathy frequently presents with nystagmus that progresses to a rod-cone dystrophy but cases of cone-rod dystrophy have been reported (Riise et al., 2002; Mockel et al., 2011; Denniston et al., 2014). The onset, progression, and degree of vision loss varies across diseases and between patients diagnosed with the same disorder. JBTS results from mutations in more than 40 genes and patients present with consideration variation in ocular phenotypes. Nystagmus is the most common phenotype and retinal dystrophy and reduced electroretinograms (ERG) recordings were found in approximately 35% of patients (Wang et al., 2018). BBS is an autosomal recessive disorder caused by pathogenic variants in at least 21 genes (*BBS1-BBS21*) and more than 90% of BBS patients experience retinal degeneration by teens to early twenties (Denniston et al., 2014; Chandra et al., 2021). LCA is a severe non-syndromic retinal dystrophy that results from pathogenic variants in at least 25 genes. Mutations in the gene *CEP290* (*Centrosomal protein of 290 kDa*) are a leading cause of LCA in Caucasians. LCA is initially characterized by nystagmus and visual impairment at birth or in the first few years of life and functional vision rapidly deteriorates (Tsang and Sharma, 2018; Daich Varela et al., 2022).

The mutations in ciliopathy genes disrupt distinct components of the cilium, yet all cause retinal degeneration. In BBS, many mutations occur in genes that encode protein subunits of the BBSome, which is an octomeric complex that functions as an adaptor for protein transport within the cilium (Nachury et al., 2007; Wingfield et al., 2018; Ye et al., 2018; Chandra et al., 2021). In the absence of BBSome components, membrane proteins accumulate in the photoreceptor outer segment and are thought to contribute to degeneration. Knockout mouse models exist for several BBSome components and all undergo photoreceptor death, although with varied rates of degeneration (Chandra et al., 2021). The Cep290 protein is a component of the photoreceptor connecting cilium, which is analogous to the transition zone of primary cilia. The transition zone serves as a gate for entry of ciliary proteins. Mutations in *CEP290* can lead to BBS, JBTS, and LCA (Coppieters et al., 2010). The Cep290 protein decorates the length of the microtubules within the photoreceptor connecting cilium (Potter et al., 2021). However, the function of Cep290 is enigmatic and roles in cilia assembly, trafficking, and structural stability have all been proposed (Craige et al., 2010; Barbelanne et al., 2015; Li et al., 2016). While imaging and biochemical studies continue to clarify the perspectives on how these proteins function in photoreceptors, whether photoreceptor death in ciliopathies is triggered by similar cellular mechanisms remains unclear.

Assessing changes in gene transcription during photoreceptor degeneration can reveal those cellular pathways and processes that are common between different ciliopathies. In this study, we used bulk RNA-seq and bioinformatics to assess the transcriptomic changes in the retinas of the zebrafish *bbs2* and *cep290* mutants during the peak of photoreceptor death. Bbs2 is a component of the BBSome and the zebrafish *bbs2* mutant undergoes a progressive cone degeneration with a peak at approximately 4 months post fertilization (Song et al., 2020). The zebrafish *cep290* mutant also exhibits progressive cone degeneration and lacks approximately 50% of cones at 6 mpf (Lessieur et al., 2019; Fogerty et al., 2022). In zebrafish, the Müller glia cells exhibit a robust ability to regenerate lost neurons in response to injury (Goldman, 2014; Hyde and Reh, 2014), yet the *bbs2* and *cep290* mutants fail to regenerate. The purpose of this study was to identify differentially expressed genes (DEGs) and to determine the common cellular pathways that were altered in the retinas of both *bbs2* and *cep290* mutants. Disruption to these ciliary genes led to elevated inflammatory signaling, increased expression of solute transporters, and a reduction in visual response gene function. The common pathways suggest that death of photoreceptors triggers an inflammatory response that contributes to photoreceptor death in *bbs2* and *cep290* models.

## Methods

### Animal maintenance

Adult zebrafish were maintained and housed in an Aquatic Habitats recirculating system (Pentair) with a 14/10 h light/dark cycle with ambient room lighting. Zebrafish lines used in this study included the mutant lines *cep290*^fh297^ (Lessieur et al., 2019) and *bbs2* (Song et al., 2020). Animals from heterozygous crosses of *cep290* or *bbs2* lines were genotyped using high-resolution melt analysis (HRMA) as previously described (Lessieur et al., 2019; Song et al., 2020). Experiments included animals of both sexes. All animal procedures were done with approval by the Institutional Animal Care and Use Committee (IACUC) at the Cleveland Clinic.

### Dissection, RNA preparation, qRT-PCR, and sequencing

Fish at 6 months post-fertilization (mpf) of age (*n* = 4) were dark adapted overnight for 16–20 h and euthanized in the dark. Retinas were dissected from whole eyes with minimal inclusion of the RPE. Four independent samples, each of which contained two pooled retinas, were collected. RNA was purified using Trizol (15596026, Thermofisher), with Glycoblue (AM9515, Thermofisher) used as a co-precipitant as previously described (Fogerty et al., 2022). Samples were DNase treated (Turbo DNase, AM2238, ThermoFisher) and purified via lithium chloride precipitation. All samples had RNA Integrity Numbers ≥8.8. A total of 500 ng of purified RNA was used for reverse transcription. Reverse transcription was performed with the Bio-Rad iScript cDNA synthesis kit per instructions. Quantitative qPCR reactions were performed on 5 ng/uL cDNA using Bio-Rad SsoFast EvaGreen Supermix kit. Primer sequences are provided in Table 1. Three technical replicates were performed for each biological sample. Reactions were run on a Bio-Rad CFX96 Touch Real-Time PCR detection system and analyzed using CFX Manager. Fold changes were calculated by the ΔΔC_t_ method, with 18S rRNA used for normalization. A total of 500 ng of RNA from each sample was submitted for sequencing. Samples were depleted of ribosomal RNA during library preparation and sequenced on an Illumina NovaSeq 6000 using paired-end 150 bp (*cep290*) or 100 bp (*bbs2*) reads. All library preparations, quality control, and next-generation sequencing was performed by the Lerner Research Institute (LRI) Genomics Core at the Cleveland Clinic.

**Table 1:** Primer sequences for qRT-PCR.

Target	Forward sequence	Reverse sequence
*stat1a*	5′ AGTCGCAGCAATGACTCAGTG 3′	5′ CTGCTGATGATCATCGCCATTG 3′
*il-11a*	5′ CCGGTTCAAGTCTCTTCCAG 3′	5′ AGGTTTGCATGGAGCTGAGA 3′
*irf1b*	5′ TGAAATCATGCCCGTGTCCA 3′	5′ TACCTGTGTGAATGGCCCAC 3′
*irf9*	5′ AGGAGGCATCTATGCCAAGC 3′	5′ TGCGGAAACATTCCACTCTTG 3′
*irf3*	5′ AACAGCGACGATGTGCTC 3′	5′ ATCTGGGTTCCTGGATCC 3′
*atf3*	5′ TCACGCTGGACGACTTCACAAACT 3′	5′ TCTCAGTGTTCATGCAGGCTCTGT 3′
*atf5*	5′ TGGTGAACGCAAACAGAAGA 3′	5′ GCTGTTCCTCCAATGAGTCC 3′
*jun*	5′ CGCTTTCTCTCAGCATGACAGT 3′	5′ GATTGAGCGTCATGTTGTGTTTC 3′
*mych*	5′ CCCGACCGCTTAAAACTGGA 3′	5′ CTCATCGTCAAACAGCAACGG 3′
*mycl1b*	5′ GGTCAGAATCTCGCACCGACTC 3′	5′-ATGTGGAAACGCTTCATGCAGG 3′
*junbb*	5′ TACACGACGCTGAACGCATA 3′	5′ GTATGTGGGACGGCAGGTAG 3′
*cd44a*	5′ GAAAGTAATGCGAAGGAG 3′	5′ TCATCAGTGCCACAATCT 3′
*fosab*	5′ GTGAACGAAACAAGATGGCTG 3′	5′ TTTCATCCTCAAGCTGGTCAG 3′

### Differential gene expression

Reads were mapped to the genome (D.rerio-ENSEMBL-grcz11.r104: downloaded June 28, 2021) and gene abundance estimated using the star aligner v2.7.5a (Dobin et al., 2013). Transcripts with a *p-*value < 0.05 and a false discovery rate (FDR) < 0.05 were considered differentially expressed genes (DEGs). DESeq2 v1.30.1 (Love et al., 2014) was used to assess raw counts for differential expression and normalize raw counts between samples with a regularized log transformation. For genes that are highly expressed, the rlog values are approximately equivalent to log_2_ of the counts, while for genes with lower expression, the value approaches the average expression for that gene across all samples. Normalized counts of the total combined DEGs from *cep290* and *bbs2* (*n* = 5522) were used for the clustering analysis comparing *cep290* samples to *bbs2* samples to account for differences in sequencing depth between both samples and genes within each experiment. To adjust for the difference in total reads between the *cep290* and *bbs2* experiments, z-scores were calculated across the 8 samples (4 wild-type, 4 mutant) within each experiment. The mean count was set to 0 for each gene, with the sample score representing the number of standard deviations away from that mean. Log_2_ fold change was used for the clustering analysis to compare differential gene expression of both mutants to differential gene expression that occurs during the course of a 28-day retinal regeneration in zebrafish (NCBI Gene Expression Omnibus accession no: GSE180518; Kramer et al., 2021). The Euclidean distance between each gene for each sample was calculated, and samples were clustered using the unweighted pair group method with arithmetic mean (UPGMA) algorithm, which calculates sample distance based on the average difference across all genes.

### PANTHER gene ontology analysis

PANTHER version 17.0 (Mi and Thomas, 2009; Thomas et al., 2022) was used map genes to ontology terms using the Gene Ontology (GO) Biological Processes, GO-Slim Molecular Function, and PANTHER Pathways databases. There were 25,704 genes in the *Danio rerio* reference. In *cep290*, 16,873 were uniquely mapped to an ontology term, 116 had multiple mapping information, and 4818 were unmapped. In *bbs2*, 16,957 were uniquely mapped to an ontology term, 115 had multiple mapping information, and 4818 were unmapped. A binomial test was used to identify ontologies that were enriched for upregulated or downregulated DEGs. Ontologies were considered enriched if DEGs were two-fold or greater more common than expected with *p* < 0.05. The PANTHER over-representation test (Mi et al., 2019) was performed to identify ontologies whose genes were more abundant than expected among the most differentially expressed genes in common between *cep290* and *bbs2*, using Fisher’s Exact test with a FDR correction. The most differentially expressed genes were defined as DEGs where the absolute value of the log_2_ fold change (|log_2_ fold change|) was >0.5 or ~ 1.4-fold (*n* = 413). This was approximately the top 50% of DEGs in both experiments. Of these genes, 341 were uniquely mapped to the genome, 2 had multiple mapping information, and 72 were unmapped. Ontologies were considered overrepresented if they had a FDR < 0.05.

### Statistical analysis

DESeq2 analyses were performed using R v4.0.4. Python v3.9.13 was used to parse JSON results from PANTHER and perform the clustering analysis. The following packages were used: pandas v1.5.0, numpy v1.23.3 (Harris et al., 2020), statistics (D’Aprano, 2013), scipy v1.9.1 (Virtanen et al., 2020), json v2.0.9 (Ippolito, 2008), and seaborn v0.12.0 (Wickham et al., 2019; Waskom, 2021). The binomial test was performed and all other figures were generated using R v4.2.2. The following packages were used: tidyverse v1.3.2 (Wickham et al., 2019), janitor v2.1.0 (Firke, 2021), forcats v0.5.2 (Wickham, 2022), tidytext v0.3.4 (Silge and Robinson, 2016), ggtext v0.1.2 (Wilke and Wiernik, 2022), qdapRegex v0.7.5 (Rinker, 2022), scico v1.3.1 (Lin Pederson and Crameri, 2022).

### Data availability

*cep290* mapped reads and pairwise comparisons can be found in Supplementary Table 1. *bbs2* mapped reads and pairwise comparisons can be found in Supplementary Table 2.

## Results

The phenotype of the *cep290* and *bbs2* zebrafish models of retinal ciliopathies is characterized by the degeneration of photoreceptors, chronic inflammation, and increased proliferation of rod precursor cells (Song et al., 2020; Fogerty et al., 2022). To identify core gene regulatory networks that underlie progressive photoreceptor degeneration in zebrafish, we performed bulk RNA-seq on retinas from *cep290* and *bbs2* mutants and wild-type siblings at 6 months post fertilization (mpf) when degeneration was ongoing. Total RNA was extracted and purified from dark-adapted retinas (*n* = 4 per genotype), which had the retinal pigment epithelium (RPE) removed. Individual libraries were prepared from each retina sample and all libraries subjected to next-generation sequencing. 

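Retinas of *bbs2* mutants were compared with retinas of their wild-type siblings, with 4 independent samples of each genotype, taken at 6 months from fish dark-adapted overnight and each holding 2 retinas with little pigment epithelium. Libraries of ribosome-depleted RNA were read as pairs of 100 nucleotides, and the authors aligned the reads with STAR 2.7.5a to GRCz11 with an Ensembl annotation and deposited the number of reads per gene. The *cep290* libraries were not analysed here. The count table lists 32520 genes, of which 26857 had at least 1 count in some library. Total gene counts ran from 6279179 to 8442827 in wild-type siblings (median 8280650) and from 7289910 to 11496801 in mutants (median 9565521.5), with a ratio of means of 1.21 (two-sided exact permutation test, p = 0.2, 4 against 4). Without mutant 4 the ratio was 1.31 (exact permutation p = 0.0286, the smallest p that 3 against 4 can give). The paper gives an average of 30000000 total reads per *bbs2* library, while the values used here are counts assigned to genes, 8650132.5 per library on average. Mutant libraries held more genes with a count, 23110 ± 444 (SD) against 22060 ± 218 (exact permutation p = 0.0286, the smallest that 4 against 4 can give, and p = 0.0571 without any 1 of the wild-type libraries). The share of mitochondrial transcripts was 2.82 ± 0.2% in wild-type siblings and 2.72 ± 0.218% in mutants (exact permutation p = 0.457).
Genes were tested with edgeR's quasi-likelihood test after scaling by trimmed means (TMM), at a false discovery rate (FDR) of 0.05, and 17144 genes with enough counts entered the test. Log2 fold changes (log2FC) are mutant over wild-type, given with their standard error (SE) or with edgeR's adjusted p. Before the data were examined, 38 gene lists for pathways and cell types, the rule for the genes to be named, and the tests and alternatives were fixed, apart from those said below to be chosen later. Each list was tested against all other tested genes with camera at a preset correlation between genes, which called 26 of the 37 lists with at least 5 tested members, and 10 of these hold with an estimated correlation: those of cone phototransduction, horizontal cells, interferon response, microglia, neutrophils, reactive Müller glia, translation factors, integrated stress response, apoptosis and Toll receptor signalling. With an estimated correlation the adjusted p of these 10 ran from 0.0266 to 0.0498, nearest to the threshold for reactive Müller glia. The neutrophil call rests on 7 of 30 genes, most of them low in wild-type siblings. STAR's strand setting is not given in the sources used here, so counts of overlapping genes are uncertain. How reads were divided between gene copies of similar sequence was not examined, so their counts are uncertain too. The 2 retinas of a sample give 1 value, so each n counts samples.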

The average number of total reads was 1.12×10^8^ per *cep290* library and 3.00×10^7^ per *bbs2* library. Differentially expressed genes (DEGs) were defined as those genes with *p* < 0.05 and a false discovery rate (FDR) < 0.05. This definition does not rely on a minimal fold-change criteria, but rather identifies those transcripts expressed in *cep290* and *bbs2* retinas that exhibit a statistically detectable difference in expression from wild-type across all samples. The *cep290* dataset had 1379 DEGs, with 731 upregulated DEGs and 648 downregulated DEGs (Figure 1A). 

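*bbs2* (ENSDARG00000041621), the mutated gene itself, was lower in each mutant library than in each wild-type library. It stood at 28.4, 27.3, 28.8 and 28.6 CPM (counts scaled to library size) in the 4 mutant libraries and at 39.8, 45.5, 42.6 and 42.8 CPM in the 4 wild-type libraries (log2FC -0.60, SE 0.09, edgeR adjusted p = 8.82e-05, n = 4 each). Its BBSome partners *bbs1* (-0.38) and *ttc8* (-0.38) also fell, the chaperonin-like gene *mkks* rose (0.86; adjusted p = 0.0522 with limma on log2 TPM without a filter), and *cep290* had a log2FC of 0.12 (adjusted p = 0.334). Of 14 tested genes of the BBSome, its chaperonin-like partners and *cep290*, 1 rose and 3 fell over all genes and over the list alone, with a median log2FC of -0.16 (camera adjusted p = 0.118).
Between the genotypes 4824 of the 17144 tested genes differed, 2603 higher and 2221 lower in mutants. Of these, 3008 had a log2FC beyond 0.5 in either direction, 2057 up and 951 down, and 1525 changed more than 2-fold. The 4 values of one genotype lay wholly above those of the other for 5023 genes, 29.3% of those tested where chance gives 2.86%. The share of higher genes was 54% with TMM, at a median log2FC of -0.01 over all tested genes, and 71.3% with library totals, at a median of 0.09. The called genes include 4501 of those in the authors' deposited DESeq2 table, none in the opposite direction.
The 12 largest rises among named genes with an average log2 CPM of at least 1 and no overlap between genotypes include 2 complement genes. These are *c4b* (7.44 ± 0.36, SE) and *c5* (6.20 ± 0.63), and the collagenase gene *mmp13b* (6.95 ± 0.67) is another of the 12. So are the lipid droplet coat gene *plin1* (5.50; 6.92 without wild-type 4), the cytokine receptor gene *lifrb* (5.47; 7.52 without wild-type 4), the carnitine transporter gene *slc22a5* (5.47), *gpnmb* of pigment cells and macrophages (5.32; 7.48 without wild-type 1) and *tmem72* (5.22; 6.38 without wild-type 1). *bmb*, *pkhd1l1* and *gna15.3* had 3 counts each over the wild-type group and 822, 208 and 192 over the mutants. The ratio was 226 for *bmb* (95% counting interval 77.1 to 1100) and 52.8 for *gna15.3* (17.8 to 258), and their fitted log2FC moves to 8.45 for *bmb* and 6.48 for *pkhd1l1* without wild-type 3 and to 6.46 for *gna15.3* without wild-type 2. The chemokine *cxcl18a.1* completes the 12, and leaving out wild-type 1 moves its fitted log2FC to 6.67.
Genes of cone phototransduction make up much of the largest falls. The green opsin *opn1mw1* fell most (-5.47 ± 0.80; -6.36 without mutant 4), and the red opsin *opn1lw2*, the cone channel subunit *cngb3.2* (-2.67 ± 0.19) and the cyclase activators *guca1e* (-3.09 ± 0.58) and *guca1c* are also among the 12. The others are *bglapl*, related to osteocalcin (-3.88), the aromatase gene *cyp19a1a* (-3.63; -4.72 without mutant 1), the Bcl-2 family gene *bokb* (-2.87), *ankrd33ab* (-2.81), *arhgef15* (-2.76), *traf3ip2l* (-2.72) and *trim55a* (-2.69). For *arhgef15* (adjusted p = 0.0351) the log2FC was -1.81 without wild-type 3, and the call ended without wild-type 4 or without mutant 1, 2, 3 or 4 (adjusted p = 0.0521, 0.0622, 0.0989, 0.0889 and 0.0923), without a filter (0.0538; 0.0528 on log2 TPM) and with limma-voom (0.0904).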

The *bbs2* dataset had 4961 DEGs with 2792 upregulated DEGs and 2169 downregulated DEGs.

**Figure 1:**
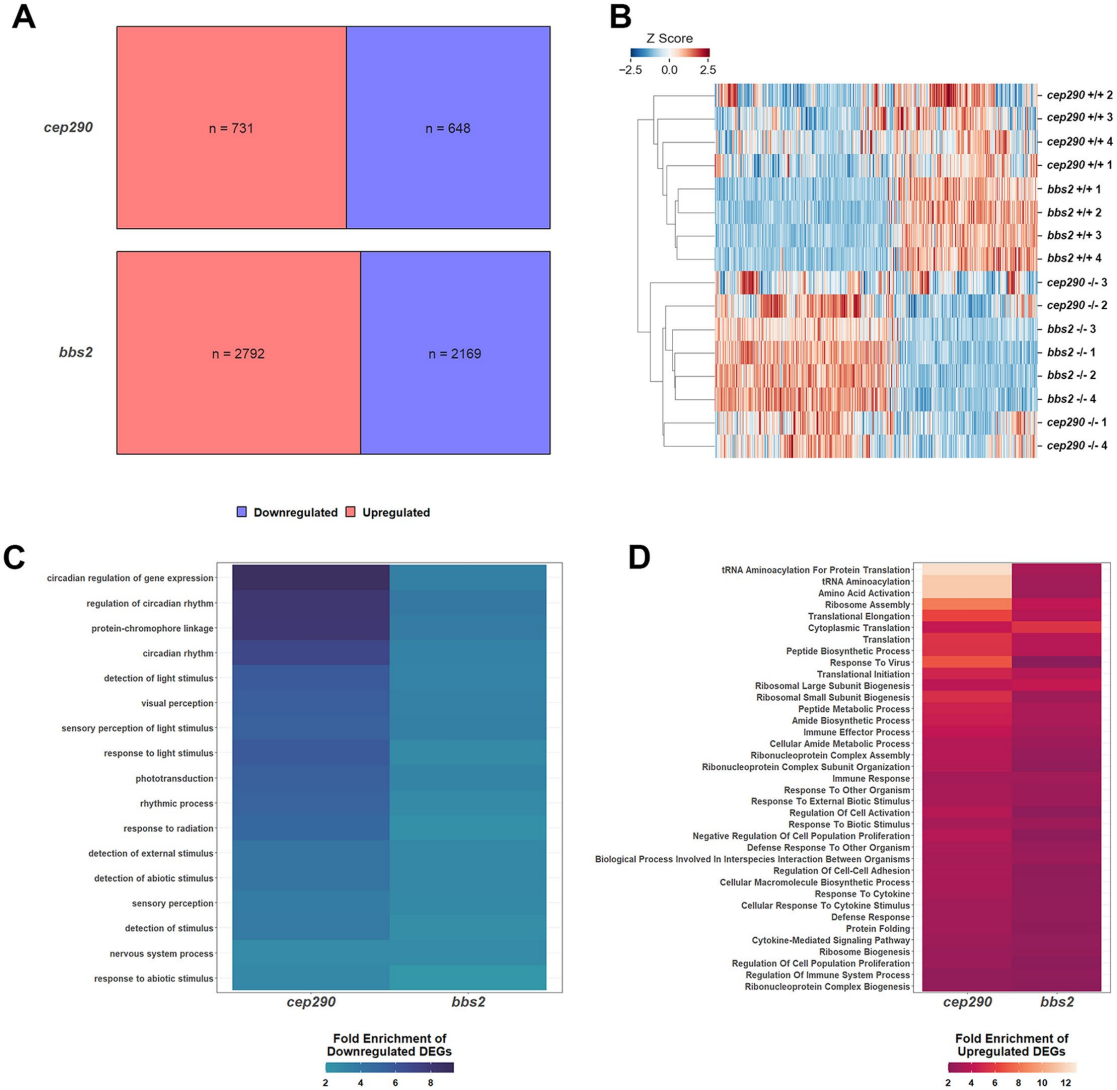
Differentially expressed genes (DEGs) in retinas of *cep290*^−/−^ and *bbs2*^−/−^ versus wild-type zebrafish regulate similar biological processes. **(A)** Upregulated (red) and downregulated (blue) DEGs in retinas from 6 mpf *bbs2*^−/−^ and *cep290*^−/−^ mutants compared to wild-type siblings. **(B)** Heat map showing the standardized gene counts of DEGs in all samples (*n* = 5,522) and hierarchically clustered by sample. The length of the branch is proportional to the difference in transcript levels between samples. **(C)** Heat map of all downregulated PANTHER Biological processes based on DEGs from *cep290* and *bbs2* mutant retinas. **(D)** Heat map of all upregulated PANTHER Biological processes based on DEGs from *cep290* and *bbs2* mutant retinas.

To adjust for differences in read depth between the *cep290* and *bbs2* experiments, each sample within each dataset (n_*cep290* + wild-type_ = 8; n_*bbs2* + wild-type_ = 8) was given a z-score by gene equal to the number of standard deviations away from the mean count for that dataset across the 8 samples. 

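The 8 *bbs2* libraries part by genotype, with all 4 mutants on one branch and all 4 wild-type siblings on the other. Scores of gene lists show the same split for some cell types and not for others. The cone phototransduction list scored 0.72 to 0.84 in wild-type siblings and -0.90 to -0.59 in mutants, as a mean z-score over its genes. The rod phototransduction list ran from -1.26 to 0.93 within the mutants and from -0.28 to 0.17 within the wild-type siblings, so its spread between mutant samples was wider than the difference between genotypes (exact permutation p = 0.857). That difference, 0.154, depends on single libraries. It was 0.599 without mutant 1 and -0.131 without mutant 3 (exact permutation p = 0.114 and 0.8).
With the authors' clustering method (z-scores of normalized counts, average linkage) over the 4824 called genes, the branches of the 2 genotypes joined at a height of 122, against 53.8 for the next highest join. These genes were chosen by genotype, which separates the groups by construction. Over all 17144 tested genes the heights were 203 and 168, and the 8 libraries again lay on the branch of their genotype.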

A heat map illustrating hierarchical clustering of the datasets using all DEGs in both mutants (*n* = 5522) revealed a strong similarity in expression patterns between the *cep290* and *bbs2* mutant samples and that differed from the wild-type samples (Figure 1B). The datasets from the *cep290* and *bbs2* mutant samples were intermixed on a single major branch, illustrating the high degree of similarity between the two mutant transcriptomes.

To identify biological processes with differential gene expression, genes were mapped to ontology terms in the GO Biological Processes PANTHER database. The binomial test was used to identify processes with at least a two-fold enrichment of up- or downregulated DEGs over the proportion that would be expected at random. 

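Genes of cone phototransduction fell as a group in *bbs2* mutants, while those of rod phototransduction did not move as a group. Of 31 cone genes tested, 27 fell and 2 rose, over all genes and adjusted over the list alone, with a median log2FC of -1.38 (camera adjusted p = 1.28e-18). The 2 that rose are the red opsin *opn1lw1* and the green opsin *opn1mw3*. Cone genes were called down 6.72 times as often as all tested genes (Fisher's exact test, adjusted p = 6.69e-19).
Of 26 rod genes, 5 rose and 3 fell, on both adjustments, with a median log2FC of 0.11 (camera adjusted p = 0.662). The photoreceptor nuclear receptor *nr2e3* (1.77 ± 0.17, SE), *rho* (0.60 ± 0.12), which encodes the rod opsin, and its relative *rhol* (0.83 ± 0.19) rose. The rod channel subunit *cngb1b* fell (-0.95 ± 0.09), as did the phosphodiesterase subunit *pde6b* (-0.37 ± 0.11; adjusted p = 0.0544 without wild-type 3, adjusted p = 0.0691 without wild-type 4, adjusted p = 0.0849 without mutant 4, adjusted p = 0.0685 without a filter).
Genes of photoreceptor structure and the visual cycle moved both ways. Of 42 tested, 9 rose and 14 fell (9 and 15 adjusted over the list alone). *prom1b*, of the outer segment discs (1.01 ± 0.07), and *rdh8a*, of the visual cycle (1.15 ± 0.08), rose. *rp1l1a* (-1.12 ± 0.08) and *rp1l1b* (-1.69 ± 0.11), of the photoreceptor axoneme, and *rgs9a*, which ends the light response (-1.29 ± 0.10), fell, and falls were 2.57 times as frequent as among all tested genes (Fisher's exact test, adjusted p = 0.00416). The list's median was -0.13 (camera adjusted p = 0.0479, and adjusted p = 0.478 with an estimated correlation). That call ended without wild-type 2 (0.0696), wild-type 4 (0.0521) or mutant 1 (0.15), with thinned libraries (0.07) or the replicate block (0.0589), over members with at least 10 counts in every library (0.0759) and without the pigment cell lists, a setting chosen after the data were seen (0.0504).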

Consistent with ongoing degeneration of photoreceptors, several biological processes related to light perception were enriched for downregulated DEGs (Figure 1C). Also enriched for downregulated DEGs were circadian rhythm processes, possibly as this pathway contains DEGs that are also involved in visual response functions. 

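More clock genes fell than rose in *bbs2* mutants, and several repressors of the clock are among those that fell. Of 47 circadian genes tested, 20 fell and 4 rose (25 and 4 adjusted over the list alone), with a median log2FC of -0.36. The repressors *cry1a* (-0.90 ± 0.08, SE), *per1b* (-1.28 ± 0.14) and *per2* (-0.80 ± 0.09) and the nuclear receptor *rorca* (-0.95 ± 0.08) fell. *aanat1*, of melatonin synthesis (0.69 ± 0.09), and the repressor *nfil3-3* (0.96 ± 0.22) rose.
The list fell against other genes at camera adjusted p = 7.79e-05, which is adjusted p = 0.0817 with an estimated correlation. Falls were 3.28 times as frequent as among all tested genes (Fisher's exact test, adjusted p = 9.12e-06). The hour at which each retina was taken is not given in the sources used here.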

Several pathways associated with immune system activation and cytokine signaling were enriched for upregulated DEGs in both *cep290* and *bbs2* (Figure 1D). This is consistent with elevated inflammatory signaling observed in both mutants. 

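More cytokine, interferon response and complement genes rose than fell in *bbs2* mutants. Of 15 cytokine and chemokine genes with enough counts, 8 rose and 2 fell, on both adjustments, with a median log2FC of 0.96. The chemokines *cxcl18b* (4.41 ± 0.41, SE) and *ccl34b.1* (1.94 ± 0.23) and *il34*, a growth factor for microglia (1.94 ± 0.25), rose. *cxcl12b*, which guides migrating cells, fell (-0.69 ± 0.12). The remaining cytokine genes of the list had too few counts to be tested.
Of 21 interferon response genes, 14 rose and 1 fell (15 and 1 adjusted over the list alone), with a median of 0.75 (camera adjusted p = 8.76e-07). *znfx1*, an RNA sensor of antiviral defence (2.97 ± 0.14), and *ifi45* (3.11 ± 0.34) rose, and the helicase gene *helz2* fell (-1.02 ± 0.12). Of 9 complement genes, 5 rose and none fell (6 and 1 over the list alone), among them *masp1*, of the lectin pathway (3.99 ± 0.37), and *c7a*, of the membrane attack complex (0.92 ± 0.16).
The cytokine list rose at camera adjusted p = 0.0124 (adjusted p = 0.0709 with an estimated correlation) and the complement list at 0.00632 (adjusted p = 0.187 with an estimated correlation). Over members with at least 10 counts in every library both calls ended (0.146 and 0.726), and the complement median was 0.19 in place of 2.57. Rises were 3.51 times as frequent among cytokine genes as among all tested genes, 4.39 times among interferon genes and 3.66 times among complement genes (Fisher's exact test, adjusted p = 0.00179, 5.7e-07 and 0.0125). Genes of the retinal pigment epithelium rose in the same 4 libraries, with a median log2FC of 3.09.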

We also noticed that several pathways associated with protein biosynthesis were enriched for upregulated DEGs, suggesting that both mutants respond to retinal degeneration by increasing protein synthesis related to secretion of inflammatory molecules. 

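Nearly all genes of the cytosolic ribosome rose in *bbs2* mutants, while those of the mitochondrial ribosome did not move as a group. Of 84 cytosolic ribosomal protein genes, 80 rose and 1 fell, on both adjustments, with a median log2FC of 0.85. Their share of all gene counts went from 0.407 ± 0.0299% (SD) in wild-type siblings to 0.785 ± 0.0616% in mutants, 1.93 times as high (exact permutation p = 0.0286, 4 against 4). Examples are *rps27l* (3.19 ± 0.22, SE), *rps10* (1.02 ± 0.07) and *rpl19* (0.98 ± 0.08). *rps8b* fell (-0.36), a call that ends with library totals in place of TMM (adjusted p = 0.061, with 0.00855 to 0.061 over its alternatives).
Of 24 genes of the cytosolic aminoacyl-tRNA synthetases, which load amino acids onto tRNAs, 16 rose and none fell (17 and none adjusted over the list alone), with a median of 0.44. Examples are *eprs1* (0.56 ± 0.09) and *farsa* (0.70 ± 0.12). Of 64 initiation and elongation factors 31 rose and 4 fell (35 and 4 over the list alone), with the elongation factor genes *eef1a1l1* (1.85 ± 0.09) and *eef2b* (1.18 ± 0.08) up and their relative *eef1a1a* down (-0.56 ± 0.09). Of 74 mitochondrial ribosomal protein genes 2 rose, and none adjusted over the list alone, with a median of 0.08 (camera adjusted p = 0.25).
Rises were 6.27 times as frequent among ribosomal protein genes as among all tested genes, 4.39 times among synthetase genes and 3.19 times among the factors (Fisher's exact test, adjusted p = 4.45e-59, 7.88e-08 and 2.28e-09). Against other genes the ribosomal list rose at camera adjusted p = 7.76e-33 and the synthetases at 9.27e-07, and each is at adjusted p = 0.0695 with an estimated correlation. The factors rose at camera adjusted p = 8.76e-07 (adjusted p = 0.0459 with an estimated correlation). Markers of pigment epithelium and of microglia rose in the same 4 libraries, to 5.12 and 2.63 times their wild-type share of counts.

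**Figure D1:**
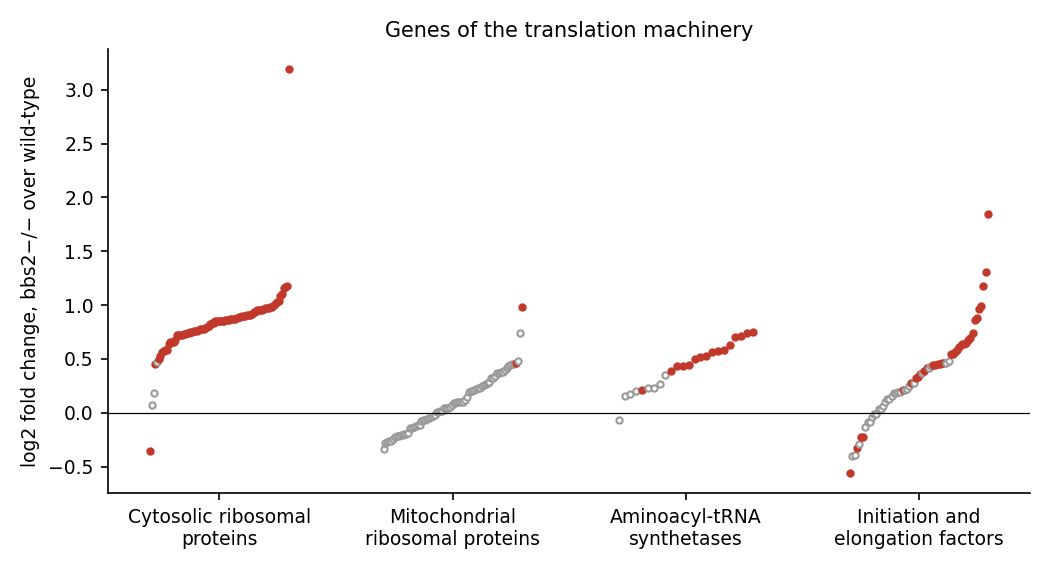
Log2 fold change (mutant over wild-type, vertical axis) of each tested gene in 4 lists of the translation machinery, sorted within each list; filled points passed the test and open points did not. Of the 84 cytosolic ribosomal protein genes 80 lie above 0 as filled points, against 2 of 74 for the mitochondrial ribosome.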

The negative regulation of cell population proliferation pathway also contained more upregulated DEGs, suggesting that mechanisms that inhibit regeneration may be activated in chronic disease states.

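Genes that restrain proliferation moved in both directions in *bbs2* mutants, and genes of the cell cycle itself rose. Of 67 negative regulators fixed as a list, 15 rose and 13 fell (17 and 16 adjusted over the list alone), with a median log2FC of 0 and a mean of 0.35. The cytokine signalling inhibitor *socs3b* (2.93 ± 0.20, SE) and the differentiation factor *cebpa* (3.25 ± 0.24) rose. The antiproliferative genes *ndrg1a* (-0.91 ± 0.10), *tob1a* (-0.81 ± 0.10) and *btg1* (-0.61 ± 0.11) fell.
Of 43 cell cycle genes, 25 rose and 2 fell (28 and 2 over the list alone), with a median of 1.32, and of 0.29 over those members with at least 10 counts in every library. The repressor of the S-phase programme *e2f7* (2.71 ± 0.21), *ccnd1*, which encodes cyclin D1 (1.88 ± 0.18), the proliferation marker *mki67* (2.52 ± 0.26) and *top2a* (1.95 ± 0.28) rose, and *ccne2* fell (-0.89 ± 0.18).
As a group the negative regulators shifted neither up nor down against other genes (camera adjusted p = 0.609), a test that does not see changes in both directions. This list is not the ontology term that the paper tested. Rises among them were 1.47 times as frequent as among all tested genes and falls 1.5 times (Fisher's exact test, p = 0.122 and 0.141). The ratio for rises passes Fisher's exact test in some alternatives, among them with DESeq2, the paper's tool, without wild-type 4 (1.69, p = 0.0329) and without mutant 1 (1.63, p = 0.0486), with p from 0.0077 to 0.39 over all of them. The cell cycle list rose at camera adjusted p = 8.76e-07 (adjusted p = 0.0952 with an estimated correlation), in libraries where markers of pigment epithelium and of microglia rose to 5.12 and 2.63 times their wild-type share of counts. The paper describes more proliferation of rod precursors in these mutants, and which cells carry the rise was not tested here.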

From these analyses, we anticipated that a common set of DEGs in the *cep290* and *bbs2* retinas would provide information on shared biological pathways that are altered during degeneration. A total of 815 DEGs were shared between the *cep290* and *bbs2* datasets, of which 403 (49.4%) were upregulated in both, 390 (47.9%) were downregulated in both, 13 (1.6%) were upregulated in *cep290* but downregulated in *bbs2*, and 9 (1.1%) were downregulated in *cep290* but upregulated in *bbs2* (Figure 2A). The log_2_ fold changes in the *cep290* and *bbs2* datasets were highly correlated (Pearson’s *r* = 0.838, *p* < 0.0001), indicating that photoreceptor degeneration in both models produced a common set of DEGs. The 50 DEGs found to be expressed most abundantly among these DEGs in common between the mutant retinas were also predominantly downregulated when compared to wild-type retinas (Figure 2B). Among these downregulated genes were several cone-specific genes, including opsins (*opn1sw2*, *opn1mw2*), the alpha subunit of cone transducin (*gnat2*), cone cGMP phosphodiesterase (*pde6c*), and the solute carrier gene *slc24a2*, which encodes an ortholog of the potassium-dependent sodium-calcium exchanger found in cone photoreceptors. 

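Of the 50 abundant genes that Figure 2B names, 42 fell in *bbs2* mutants, 6 rose and 2 did not pass the test. Those that rose include *rho* and *opn1lw1*, and those that fell include the blue opsin *opn1sw2* and *pdcb*, the cone phosducin, which binds transducin (-2.29 ± 0.10, SE). The glycolytic enzyme gene *gapdhs* (log2FC -0.17, adjusted p = 0.0662; adjusted p = 0.0302 without mutant 4) and *mt-co1*, of the mitochondrial respiratory chain (-0.22, adjusted p = 0.0624; adjusted p = 0.0356 without mutant 4), are the 2 that did not pass. The median over the 50 genes was -0.47. The study chose these genes on the same samples, so their direction is not independent evidence.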

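Each of the cone genes named falls in *bbs2* mutants, and those of the cone phosphodiesterase and transducin dropped most in CPM. *pde6c* (ENSDARG00000100397) stood at 3094 ± 212 CPM in wild-type siblings and 1256 ± 48.8 CPM in mutants (SD) (log2FC -1.30, SE 0.07, edgeR adjusted p = 3.89e-09, n = 4 each). *gnat2* (ENSDARG00000042529) stood at 2712 ± 143 CPM in wild-type siblings and 906 ± 102 CPM in mutants (log2FC -1.58, SE 0.08, adjusted p = 3.06e-09). The blue opsin *opn1sw2* fell by 1.17 (SE 0.12, adjusted p = 2.06e-05) on the log2 scale. The green opsin *opn1mw2* fell by 0.87 (SE 0.23, adjusted p = 0.0276). That call ended without wild-type 2 or 4 or mutant 1, 2 or 3 (adjusted p = 0.0588, 0.0531, 0.0831, 0.0713 and 0.0785), with library totals (0.0503), without a filter (0.0564) and with the replicate block (0.0554), at 0.000132 to 0.0831 over its alternatives.
Cone genes fell relative to rod genes in every mutant library. The mean log2 CPM of cone genes minus that of rod genes was 0.12 ± 0.11 (SD) in wild-type siblings and -1.51 ± 0.27 in mutants, a difference of -1.62 (exact permutation p = 0.0286).
Within opsin families the copies moved apart. *opn1lw1* made up 53.3 ± 7.3% (SD) of red opsin counts in wild-type siblings and 95.1 ± 1.39% in mutants as *opn1lw2* fell to 4.86% (exact permutation p = 0.0286). The sum of both red opsins was 1970 ± 312 CPM in wild-type siblings and 2210 ± 244 CPM in mutants (p = 0.257, exact permutation). Of the green opsins, *opn1mw3* went from 11 ± 2.9% to 43 ± 9.82% of counts (exact permutation p = 0.0286) and *opn1mw1* from 16.5 ± 9.67% to 0.51 ± 0.507% (exact permutation p = 0.0286; log2FC -6.36 without mutant 4), while the sum of the 4 green opsins went from 1880 ± 179 to 1470 ± 211 CPM (exact permutation p = 0.0286). These copies are similar in sequence, and the share of each may depend on how reads were assigned between them, which was not examined.

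**Figure D2:**
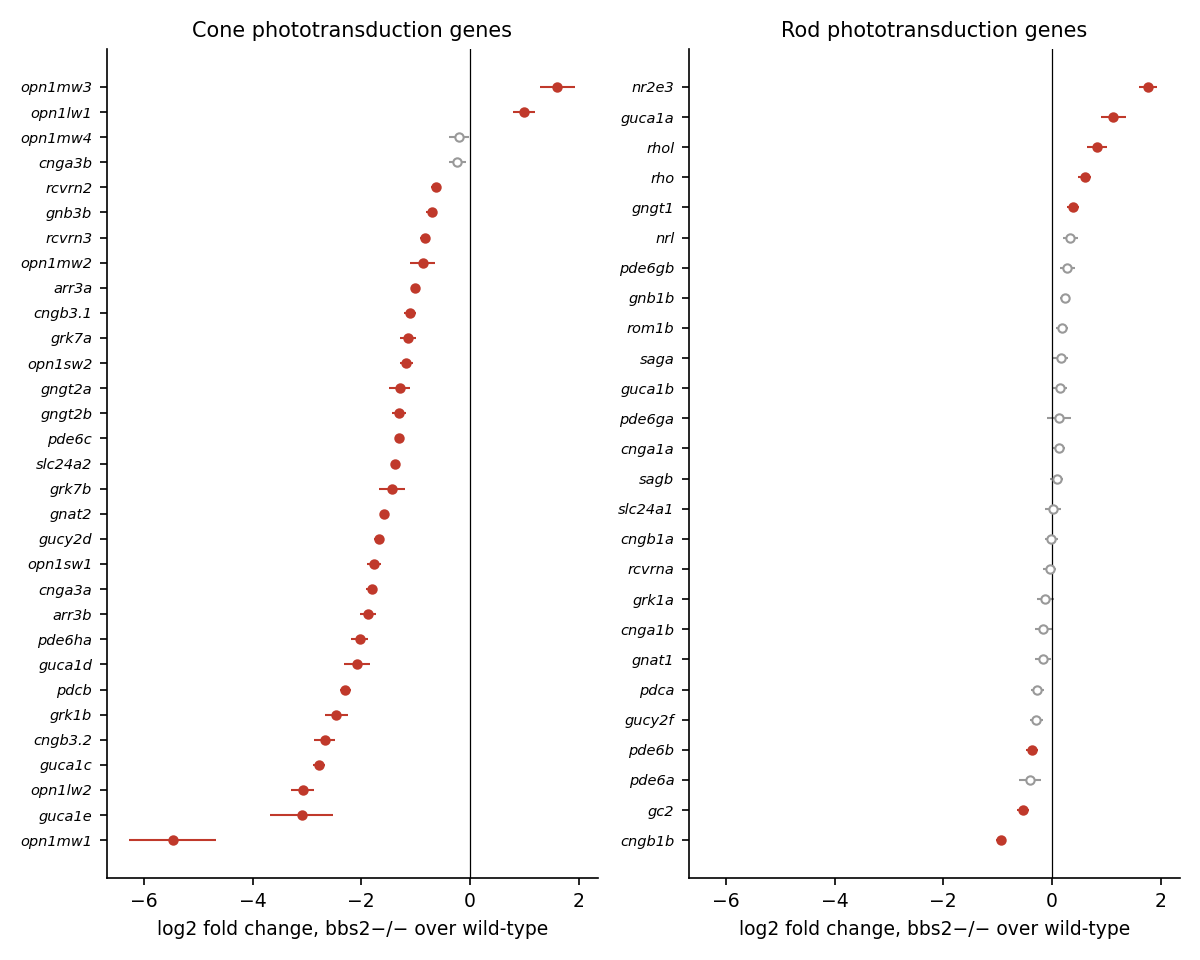
Log2 fold change (mutant over wild-type, horizontal axis, bars are SE) of each tested gene of cone and rod phototransduction; filled red points passed the test and open grey points did not. Of the 31 cone genes 27 lie to the left as filled points, against 3 of the 26 rod genes.

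**Figure D3:**
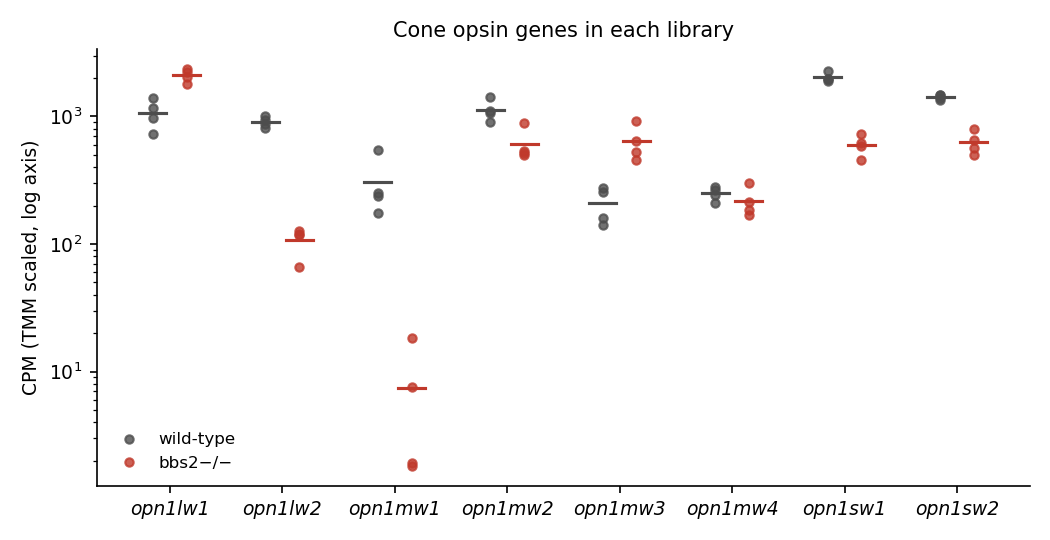
Level of each cone opsin gene (CPM after TMM scaling, log axis) in the 4 wild-type and 4 mutant libraries; points are libraries and bars are means. *opn1lw2* and *opn1mw1* are lower and *opn1lw1* and *opn1mw3* higher in mutants.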

The 50 DEGs with the greatest fold-change in expression were predominantly upregulated in both mutants (Figure 2C). Among these are the C-X-C motif chemokines *cxcl8a* and *cxcl18a.1*, which function to attract neutrophils and leukocytes to injured tissues, the cytokine *il11a*, which is orthologous to human IL-11, the cell adhesion molecule *cd44a*, which functions in apoptotic and autophagy pathways (Cao et al., 2022), and growth hormone releasing hormone *ghrh*, which is highly expressed in the developing retina (Krueckl et al., 2003).

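The genes of Figure 2C that can be tested rose almost without exception in *bbs2* mutants. Of 36 such genes, 34 rose and 2 fell, with a median log2FC of 4.33. *mgp*, which limits calcification of connective tissue (4.57 ± 0.24, SE), the small heat shock protein gene *hspb8* (4.26 ± 0.25), the malic enzyme gene *me1* (3.92 ± 0.34) and *mthfd1l*, of one-carbon metabolism (3.67 ± 0.44), are among those that rose. The iridophore genes *pnp4a* (3.93 ± 0.29) and *tspan36* (4.13 ± 0.32; 4.90 without wild-type 4) are also among them, beside a rise of pigment epithelium genes in the same libraries such as that of *tyrp1a* (3.76 ± 0.23). The study selected the figure's genes for large changes in these samples, so the count is no independent evidence of direction.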

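All 5 of these genes had more counts in *bbs2* mutants than in wild-type siblings, and all are close to absent from wild-type retinas. *cxcl8a* had 23 counts over the 4 mutant libraries and none in wild-type siblings, at least 6.33-fold higher after scaling for depth against a floor of 3 counts over the group. *cxcl18a.1* had 217 and 3 counts, a ratio of 59.7 (95% counting interval 20.2 to 292). *il11a* had 59 and 3, a ratio of 16.2 (5.29 to 80.9), *cd44a* 80 and 5, a ratio of 13.2 (5.43 to 41.8), and *ghrh* 30 and 1, a ratio of 24.8 (4.11 to 1010), with none in mutant 4.
*cxcl18a.1* entered the test and rose (edgeR adjusted p = 2.06e-06), and leaving out wild-type 1 moves its fitted log2FC from 5.62 to 6.67. The other genes had too few counts for the filter. Without the filter all 4 pass, with edgeR adjusted p = 0.00696 for *cxcl8a*, 6.55e-04 for *il11a*, 1.14e-04 for *cd44a* and 0.0151 for *ghrh*.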

**Figure 2:**
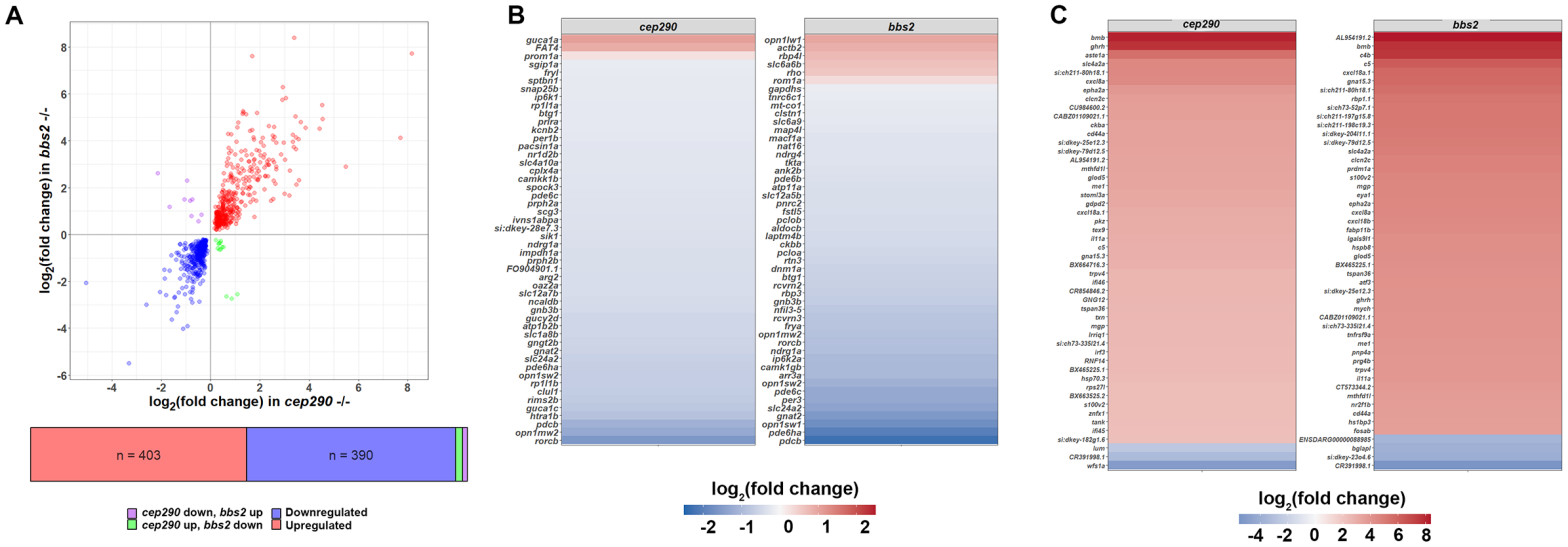
Enrichment of differentially expressed genes in biological processes of interest in *cep290* and *bbs2* mutants. **(A)** Log/log plot of DEG fold changes of common DEGs in *cep290^−/−^* and *bbs2^−/−^* datasets. Blue circles represent downregulated DEGs. Red circles represent common upregulated DEGs. Purple circles are DEGs upregulated in *bbs2^−/−^* retina but downregulated in *cep290^−/−^* retinas. Green circles are DEGs downregulated in *bbs2^−/−^* retinas but upregulated in *cep290^−/−^* retinas. **(B)** Heat map of the log_2_ fold change in the top 50 most abundantly expressed of the 815 DEGs in common by read count. Most DEGs were downregulated. **(C)** Heat map of the log_2_ fold change in the top 50 DEGs with greatest fold change in expression.

We next identified all DEGs that were common between *cep290* and *bbs2* and that also had at least a 1.4-fold (log_2_ > 0.5) change in expression (up- or downregulated; *n* = 413) and used the PANTHER GO-Slim Molecular Function enrichment analysis to identify specific classes of molecules playing mechanistic role within a pathway. This analysis revealed an overabundance of genes functioning in guanylate cyclase activity, active ion transmembrane transporter activity, anion transmembrane transporter activity, cytokine binding and transcription (Figure 3A). Guanylate cyclases and guanylate cyclase activating proteins (GCAPs) are enzymes responsible for the synthesis of the second messenger cGMP. Mammalian photoreceptors express two membrane-bound retinal guanylate cyclases (RetGC-1 and RetGC-2). RetGC-1 is more abundant and mutations in RetGC-1 lead to cone-rod dystrophy and Leber’s congenital amaurosis (Perrault et al., 1996; Duda et al., 1999). Zebrafish express three GCs (zGC1, zGC2, zGC3), with zGC1 and zGC2 expressed in rods and zGC3 expressed exclusively in cones (Ratscho et al., 2009; Collery and Kennedy, 2010). zGC3 is encoded by the *gucy2d* gene and by sequence homology is the ortholog to the human RetGC-1 (Ratscho et al., 2009). Three GCAPs are expressed in zebrafish (GCAP1, GCAP2, GCAP3), with GCAP1 and GCAP2 expressed in rods and GCAP3 expressed exclusively in cones (Imanishi et al., 2002). GCAP3 is encoded by the *guca1c* gene. Finally, the solute carrier gene *slc24a2* encodes an ortholog of the potassium-dependent sodium-calcium exchanger found in cone photoreceptors. Consistent with the loss of cones in *cep290* and *bbs2* mutants, *gucy2d*, *guca1c*, and *slc24a2*, were all downregulated in both *cep290* and *bbs2* mutants (Figure 3B).

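The cone guanylate cyclase *gucy2d* (ENSDARG00000026820) and its activator *guca1c* (ENSDARG00000030758) were lower in every *bbs2* mutant library. *gucy2d* stood at 946 ± 40.6 CPM in wild-type siblings and 298 ± 38.9 CPM in mutants (SD) (log2FC -1.67, SE 0.09, edgeR adjusted p = 3.06e-09, n = 4 each), and *guca1c* at 521 ± 60.2 CPM in wild-type siblings and 76.3 ± 10.6 CPM in mutants (log2FC -2.77, SE 0.11, adjusted p = 9.71e-10). The cone exchanger *slc24a2* fell by 1.38 on the log2 scale (SE 0.08, adjusted p = 1.28e-08).
Genes of the same enzymes in rods moved less and not together. The rod cyclase *gc2* fell (-0.53 ± 0.11, SE), and *gucy2f* had a log2FC of -0.29 (adjusted p = 0.102; adjusted p = 0.0482 without mutant 2 and 0.0111 with the replicate number as a block). The activator *guca1a* rose (1.13 ± 0.23; adjusted p = 0.0621 with the replicate number as a block) and *guca1b* had a log2FC of 0.14 (adjusted p = 0.492; adjusted p = 0.0496 without mutant 1).
Of the 12 genes labelled in Figure 3B, 9 fell and 3 rose, and as the study took them from these samples the direction is not independent evidence. The paper sets the falls of *gucy2d*, *guca1c* and *slc24a2* beside a loss of cones already known in these mutants.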

**Figure 3:**
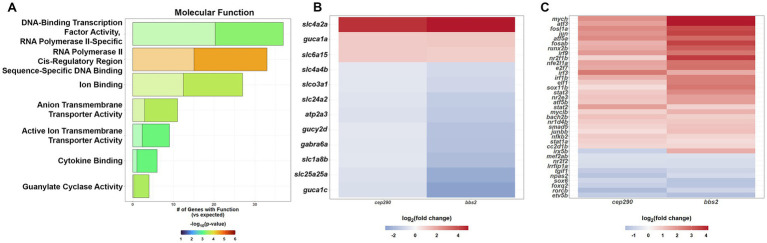
PANTHER Overrepresentation Analysis of the molecular function of the DEGs shared by *cep290* and *bbs2* mutants with a |log_2_ > 0.5| fold change in expression. **(A)** GO Molecular Function analysis to identify the molecular functions that were over- or underrepresented for the common DEGs. **(B)** Cone-specific genes expressed at lower levels in both mutants **(C)** PANTHER Pathway analysis to identify signaling pathways that are over- or underrepresented for common DEGS.

Among the overrepresented molecules were several transcription factors that are associated with inflammatory and regenerative responses. 

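Of the transcription factors that Figure 3C names, more rose than fell in *bbs2* mutants. *atf3*, *mych*, *jun*, *fosab* and *fosl1a* (log2FC 4.78 without wild-type 4) all rose, and the stress-induced factor *atf5a* rose by 2.85 ± 0.12 (SE). *sox6*, *foxq2* and *tgif1* fell, as did the ETS factor *etv5b* (-1.47 ± 0.13).
Of 36 factors that can be matched to 1 gene in Figure 3C, 27 rose and 9 fell. A further label, smad, fits more than 1 gene and was left out. The study chose these factors among its changed genes on the same samples, so the counts are not independent evidence of direction.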

Of the 37 identified transcription factors, 27 were upregulated and 9 were downregulated in both *cep290* and *bbs2* mutant retinas (Figure 3C). Three interferon regulatory factor (IRF) proteins are upregulated (*irf1b, irf3*, and *irf9*). 

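The mean of each of these interferon regulatory factors was higher in *bbs2* mutants, from low levels in wild-type siblings. *irf9*, the DNA-binding part of the interferon-activated complex ISGF3, rose by 2.62 ± 0.36 (log2FC and SE, edgeR adjusted p = 0.000479, n = 4 each). *irf1b* rose by 2.42 ± 0.26 (adjusted p = 4.16e-06) and *irf3*, whose groups overlap, by 1.51 ± 0.40 (adjusted p = 0.01). *irf8*, a factor of macrophages and microglia, rose as well (2.26 ± 0.38, adjusted p = 0.000318). Genes of pigment epithelium rose in the same libraries, for example the retinoid-handling gene *rrh* (2.38 ± 0.15).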

The IRFs are key mediators of the interferons (IFNs) to boost the innate immune response (Tamura et al., 2008). IRF1 and IRF3 have been characterized as regulating expression of type I IFN genes in a number of cells (Schoggins et al., 2011). IRF9 associates with STAT1:STAT2 heterodimers to form the ISGF3 complex, which translocates to the nucleus to positively regulate transcription of type I and III interferon genes (Levy et al., 1989). Both *stat1a* and *stat3* were also upregulated, suggesting that retinal degeneration and inflammation triggers activation of the ISGF3-mediated interferon signaling. 

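Both *stat3* and *stat1a* were higher in *bbs2* mutants, in every library. *stat3*, which acts below cytokine receptors, went from 32 ± 2.98 to 148 ± 14.8 (SD) CPM (log2FC 2.21, SE 0.10, edgeR adjusted p = 5.07e-10). *stat1a*, a part of ISGF3, went from 55.3 ± 3.23 to 81.3 ± 5.36 CPM (log2FC 0.55, SE 0.08, adjusted p = 7.86e-05). The cytokine receptor subunit *il6st*, through which *stat3* is activated (1.53 ± 0.09, SE), and the kinase gene *jak1* (0.93 ± 0.08) rose too.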

A third STAT family member, *stat3*, was also elevated in the mutants and its upregulation is essential for retinal regeneration in zebrafish (Nelson et al., 2012). The AP-1 transcription factor complex is a heterodimer composed of members of the Jun, Fos, and activating transcription factor (ATF) protein families. AP-1 induces expression of inflammatory markers and stimulates proliferation, differentiation, and apoptosis (Bejjani et al., 2019). AP-1 motifs were recently found to be a shared characteristic of the conserved regeneration-responsive enhancers (RREs) that activate regeneration in response to injury (Wang et al., 2020). Three ATF genes (*atf3, atf5a*, and *atf5b*), two Fos genes (*fosab* and *fosl1a*), and two Jun genes (*jun* and *junbb*) were upregulated, suggesting that upregulation of inflammatory markers was mediated by AP-1 in these mutants. 

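The AP-1 genes that the paper names rose in *bbs2* mutants, by different amounts. *jun* went from 13.7 ± 2.79 to 160 ± 19.9 (SD) CPM (log2FC 3.55, SE 0.14, edgeR adjusted p = 1.2e-09). *atf3* (4.12 ± 0.26) and *fosab* (3.56 ± 0.32) rose too, as did *fosl1a* (3.36 ± 0.65; 4.78 without wild-type 4). *atf5b* rose by 1.78 ± 0.16. *junbb* rose by 1.11 ± 0.29 (adjusted p = 0.0223), a call that ended without wild-type 1 or 2 or mutant 1 or 4 (adjusted p = 0.0615, 0.066, 0.055 and 0.0537) and without a filter on low counts (0.057).
Of 17 AP-1 genes fixed as a list, 7 rose and 1 fell on both adjustments, with a median log2FC of 0.18. *junba* rose (0.64 ± 0.13), and *atf7b* fell (-0.59 ± 0.08). The list rose at camera adjusted p = 0.0331 (adjusted p = 0.0952 with an estimated correlation), and not without wild-type 1 (0.0524) or wild-type 2 (0.0696) or with library totals (0.0641). Rises were 2.71 times as frequent as among all tested genes (Fisher's exact test, adjusted p = 0.0176). The study named *jun*, *junbb*, *fosab*, *fosl1a* and *atf3* from these samples, so the list is not independent of them. Pigment epithelium and microglia genes also rose in these libraries, to 5.12 and 2.63 times their wild-type share of counts.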

The Myc genes *mych* and *myclb* were also upregulated, with a role in cell proliferation, cell cycle progression, and apoptosis. 

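Both Myc genes were higher in *bbs2* mutants, *mych* from a low level in wild-type siblings. *mych* went from 1.27 ± 0.255 to 22.3 ± 4.3 (SD) CPM (edgeR adjusted p = 2.7e-09, n = 4 each). *myclb* rose by 1.37 (SE 0.12, adjusted p = 2.57e-06).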

Inhibition of TGFβ signaling is necessary for Müller glia proliferation (Lenkowski et al., 2013) and the Tgif1 corepressor is rapidly upregulated in activated Müller glia after acute retinal injury to suppress TGFβ signaling (Lenkowski et al., 2013). Expression of *tgif1* is downregulated in both *cep290* and *bbs2*, consistent with the absence of Müller glia proliferation (Song et al., 2020; Fogerty et al., 2022). 

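*tgif1*, which represses TGF-beta signalling, fell in *bbs2* mutants while other genes of reactive Müller glia rose. *tgif1* went from 93.7 ± 8.01 to 48.9 ± 5.63 (SD) CPM (log2FC -0.94, SE 0.09, edgeR adjusted p = 2.46e-06, n = 4 each). Of 42 genes of reactive Müller glia and retinal regeneration, 29 rose and 1, *tgif1*, fell, on both adjustments, with a median log2FC of 1.14. The list rose at camera adjusted p = 4.93e-12 (adjusted p = 0.0498 with an estimated correlation). The progranulin gene *grna* (3.42 ± 0.14, SE) rose, as did *stat3*, *mych* and *il6st*. Rises were 4.55 times as frequent as among all tested genes (Fisher's exact test, adjusted p = 6.69e-14). Of the 42 genes 23 are also in another of the fixed lists, and *grna* is also a gene of microglia. The study named *tgif1*, *stat3*, *mych*, *atf3*, *fosab*, *fosl1a* and *junbb* from these samples, so the list is not independent of them. Pigment genes rose in the same libraries, for example *pmelb* (3.46 ± 0.19).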

Expression of cone subtype-specific genes *foxq2* [blue cones (Ogawa et al., 2021)] and *sox6* [red cones (Ogawa and Corbo, 2021)] were also downregulated.

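Both subtype factors fell in *bbs2* mutants, as did other regulators of photoreceptors. *foxq2* fell by 1.34 (log2FC, SE 0.29, edgeR adjusted p = 0.00218, n = 4 each) and *sox6* by 1.36 (SE 0.14, adjusted p = 1.61e-05). The photoreceptor homeobox gene *rx1* (-1.31 ± 0.12, SE), *tbx2b*, needed for ultraviolet cones (-0.44 ± 0.08), and *thrb*, needed for red cones (-0.39 ± 0.08), fell. *xbp1*, which is better known for the unfolded protein response, rose (1.39 ± 0.20), as did *nr2f6b* (0.48 ± 0.12). With limma on log2 TPM without a filter the calls of *thrb* and *nr2f6b* ended (adjusted p = 0.0764 and 0.0547).
Of 15 regulators of cone subtypes fixed as a list, 2 rose and 5 fell on both adjustments, with a median log2FC of -0.20. The list did not pass its test (camera adjusted p = 0.0511). It passed without wild-type 4 (0.0317), mutant 1 (0.0291) or mutant 4 (0.0317), with 0.0169 to 0.282 over its alternatives with camera.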

Given the preponderance of signaling molecules and transcription factors among the top 50% of DEGs shared between *cep290* and *bbs2*, we used the PANTHER Pathway annotations to identify signaling pathways that may be activated. 

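More genes of apoptosis, oxidative stress and Toll receptor signalling rose than fell in *bbs2* mutants, and many of each did not pass the test. Of 51 apoptosis genes 19 rose and 4 fell (19 and 5 adjusted over the list alone), with a median log2FC of 0.16. *apaf1*, the core of the apoptosome (1.03 ± 0.14, SE), the death receptor gene *tnfrsfa* (1.49 ± 0.21) and *cflara*, which restrains caspase-8, rose, and *bokb* (-2.87 ± 0.20) and *bcl2l13* fell (-0.32 ± 0.06; adjusted p = 0.0533 to 0.0849 with limma on log2 TPM). Of 44 genes of Toll receptor and NF-kB signalling 21 rose and 1 fell (22 and 2 over the list alone), with a median of 0.28, among them the adaptor gene *traf6* (1.38 ± 0.18) and the kinase gene *map3k14a* (0.79 ± 0.13).
Of 46 oxidative stress genes 19 rose and 6 fell (20 and 7 over the list alone), with a median of 0.21. *txn*, which encodes thioredoxin (3.04 ± 0.36), the glutathione peroxidase gene *gpx4b* (1.91 ± 0.13) and the extracellular superoxide dismutase gene *sod3a* (3.78 ± 0.48; 4.56 without wild-type 4) rose. *gpx4a*, another glutathione peroxidase gene, fell (-0.58 ± 0.14).
Against other genes apoptosis rose at camera adjusted p = 0.00405 (adjusted p = 0.0459 with an estimated correlation) and Toll signalling at 3.11e-04. Oxidative stress rose at camera adjusted p = 0.0124 (adjusted p = 0.0817 with an estimated correlation and 0.102 over members with at least 10 counts in every library). Rises were 2.45, 3.14 and 2.72 times as frequent as among all tested genes (Fisher's exact test, adjusted p = 2.97e-04, 1.31e-06 and 5.94e-05). Pigment epithelium genes, at 5.12 times their wild-type share of counts, rose in the same libraries.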

Upregulation of several inflammatory pathways were found in both these mutants, with genes involved in apoptosis, oxidative stress, Toll Receptor and Interleukin signaling pathways found to be more than 6-fold overrepresented among the top 50% of DEGs (Figure 4A). A number of upregulated transcription factors play active roles in these pathways. The transcription factors *jun* and *fosab* are found in apoptosis, the platelet-derived growth factor (PDGF) pathway and gonadotropin-releasing hormone receptor pathway (Figures 4B–D), suggesting a core set of transcription factors respond to chronic degeneration to activate several pathways. 

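In *bbs2* mutants the genes of Figure 4B rose for the most part. Of its 12 genes 9 rose and 3 fell. *atf3*, *jun*, *junbb*, *fosab* and *stat3* were among the 9, and *map3k14a* of NF-kB signalling was another. The call of *junbb* ended without wild-type 1 (adjusted p = 0.0615), wild-type 2 (0.066), mutant 1 (0.055) or mutant 4 (0.0537). The genes were chosen by the study from these samples, so their direction is not independent evidence. Figure 4A gives the apoptosis pathway as many genes as panel D labels, and the gonadotropin-releasing hormone receptor pathway as many as panel B, so which of these pathways the 12 genes belong to is uncertain.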

The transcription factors *atf3, jun, junbb, fosab*, and *stat3* are components of the apoptosis pathway (Figure 4B). In addition to the previously discussed *tgif1*, this pathway contains the downregulated transcription factor estrogen-related receptor alpha (*esrra*). 

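*esrra*, a regulator of mitochondrial genes, was lower in *bbs2* mutants (log2FC -0.63, SE 0.11, edgeR adjusted p = 0.000421, n = 4 each). *sox9a* rose by 0.57 ± 0.17 (SE, adjusted p = 0.0174), a call that ended without wild-type 4 (adjusted p = 0.0529) or mutant 4 (0.0666) and with limma on log2 TPM without a filter (0.0541). *sox9b* rose by 0.92 ± 0.30 (adjusted p = 0.0306), a call that ended without wild-type 1, 3 or 4 or mutant 1 or 4 (adjusted p = 0.0648, 0.06, 0.0824, 0.0736 and 0.0955), with thinned libraries (0.0601), the replicate block (0.056) and limma on log2 TPM (0.0522 with pseudocount 0.1, 0.112 without a filter). *sox5* had a log2FC of -0.16 (adjusted p = 0.0889).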

Knockdown of *esrra* impairs the expression of *sox9* and *sox5* in zebrafish (Kim et al., 2015). *Sox9* is required for retinal differentiation and regulates the number of Müller glia and organization of photoreceptors (Yokoi et al., 2009). *Sox5* is expressed in resting Müller glia, is downregulated after injury, and is also regulated by *jun* and *junbb* (Hoang et al., 2020). These pathways may be important in the proliferation of rod precursors, which was noted in both *cep290* and *bbs2* models (Song et al., 2020; Fogerty et al., 2022). 

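The centrosomal gene *nin* fell in *bbs2* mutants from 221 ± 34.3 to 43.4 ± 2.05 (SD) CPM (log2FC -2.35, SE 0.10, edgeR adjusted p = 5.07e-10, n = 4 each). The other 9 genes of Figure 4C rose, among them *mych*, *jun*, *fosab*, *stat3* and *stat1a*. The study picked these genes from its own changed genes, so their direction is not independent evidence.
In a wider list of PDGF ligands, receptors and effectors more genes rose than fell. Of 72 genes tested, 21 rose and 8 fell (22 and 10 adjusted over the list alone), with a median log2FC of 0.11. *nin* and the signalling genes *itpr1b*, a calcium channel (-0.64 ± 0.08, SE), and *braf* (-0.39 ± 0.07) are among those that fell. Rises were 1.92 times as frequent as among all tested genes (Fisher's exact test, adjusted p = 0.00591). The list rose at camera adjusted p = 0.0275 (adjusted p = 0.0817 with an estimated correlation), and not without wild-type 2 (0.0633). It holds *nin*, and its largest rise, 4.1, is that of *mych*, so it is not independent of the genes of Figure 4C. Pigment epithelium and microglia genes rose in the same libraries, to 5.12 and 2.63 times their wild-type share of counts.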

The sole downregulated gene in the PDGF pathway, Ninein (*nin*) is a centrosomal protein critical to the asymmetric cell division, and its absence resulted in the depletion of radial glia progenitors in mice (Wang et al., 2009). 

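Of the 11 genes that Figure 4D labels, 9 rose in *bbs2* mutants and none fell. *atf3*, *jun*, *fosab* and *tnfrsfa* were among those that rose. The heat shock genes *hsp70.3* (log2FC 1.44, edgeR adjusted p = 0.0618) and *hsp70l* (1.32, adjusted p = 0.0793) did not pass. *hsp70.3* passed without wild-type 1 (adjusted p = 0.00723) or mutant 3 (0.0357), and *hsp70l* without wild-type 1 (0.0122). As the study chose them on these samples, the genes are not independent evidence of direction. Their number is the one that Figure 4A gives for apoptosis, so the pathway they belong to is uncertain.
Genes of gonadotropin-releasing and growth hormone-releasing hormones and their receptors were mostly too low to test. Of the 5 tested none passed edgeR's test, with a median log2FC of -0.31 (camera adjusted p = 0.104, and 0.0382 without wild-type 2).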

The transcription factors *atf3, jun*, and *fosab* are components of the gonadotropin-releasing hormone receptor pathway (Figure 4D). The upregulation of factors in the gonatotropin-releasing hormone receptor pathway was unexpected as this pathway regulates reproductive function in mammals. However, gonadotropin releasing hormone (GnRH) is expressed in the teleost retina where it plays a neuromodulatory role of dopaminergic activity in visual function (Zucker and Dowling, 1987; Grens et al., 2005).

**Figure 4:**
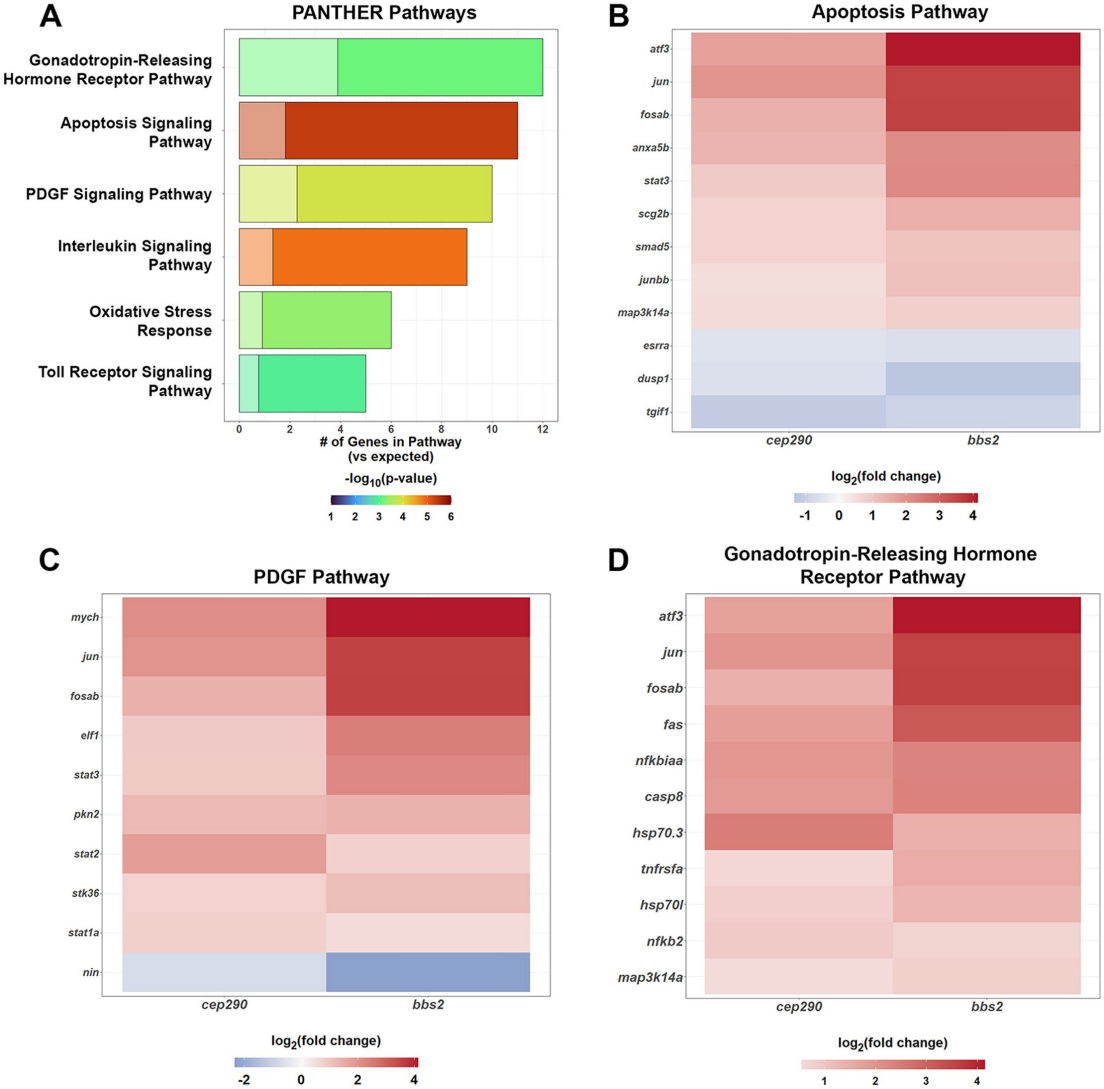
PANTHER Overrepresentation Analysis of the signaling pathways of the DEGs shared by *cep290* and *bbs2* mutants with a |log_2_ > 0.5| fold change in expression. **(A)** The DEGs shared between mutant retinas had an overabundance of genes in inflammatory and stress response signaling pathways. Genes of the apoptosis, PDGF, and gonadotropin-releasing hormone receptor pathway were also overrepresented. **(B)** The DEGs from the apoptosis signaling pathway were upregulated. **(C)** Genes of the platelet derived growth factor (PDGF) signaling pathway include the Stat transcription factors and were largely upregulated. The transcription factor *nin* was downregulated. **(D)** Genes of the gonadotropin-releasing hormone receptor pathway were largely upregulated and include *stat3*. Three transcription factors were downregulated.

To validate our RNAseq results, we utilized quantitative real-time PCR (qRT-PCR) to examine the expression of several genes involved in inflammation and apoptosis (Figure 5). RNA was purified from retinas collected from 6 mpf *cep290* and *bbs2* mutants and from wild-type siblings. The RNA was reverse-transcribed into cDNA and used for qRT-PCR to assess gene expression for *stat1a, il-11a, irf1b, irf9, atf3, atf5a, jun, mych, mycl1b, junbb, cd44a*, and *fosab*. These genes were found to be overexpressed in both *cep290* and *bbs2* by RNAseq and are associated with multiple signaling pathways (Figure 4). 

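Genes taken to qRT-PCR rose in the sequenced *bbs2* libraries, over a wide range of fold changes. By qRT-PCR the paper reports no statistical difference for *irf1b* and *junbb*. Of the 12 genes that the paper lists for it, 10 had enough counts for the test, and these 10 rose, with a median log2FC of 2.74. The AP-1 genes *atf3*, *jun* and *fosab* and the Myc gene *mych* lie in its upper part, and *stat1a* and *junbb* in its lower part. The call of *junbb* is the one that ended without wild-type 1 (adjusted p = 0.0615), wild-type 2 (0.066), mutant 1 (0.055) or mutant 4 (0.0537). *il11a* and *cd44a* had too few counts for that test. The genes were chosen on these samples, so their direction in the libraries is not independent evidence.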

In all but two cases, we found that these genes were expressed at statistically higher levels in *cep290* and *bbs2* mutants as compared to wild-type siblings. Only the expression of *irf1b* and *junbb* were not statistically different from wild-type controls. In the case of *irf1b*, the expression in *cep290* was 1.9-fold higher than control, which was similar to what was identified by RNAseq (1.45-fold), but the qRT-PCR failed to reach statistical significance (*p* = 0.11) due to high variability between samples. The expression of *junbb* in *cep290* mutants was only 0.5-fold higher by RNAseq. While the sensitivity of RNAseq data found this difference to be reproducible across the samples and statistically significant, we could not replicate this result using qRT-PCR. From these results, we concluded that the RNAseq data could be validated using qRT-PCR and that the RNAseq was often more sensitive and capable of detecting small, but reproducible changes in gene expression.

**Figure 5:**
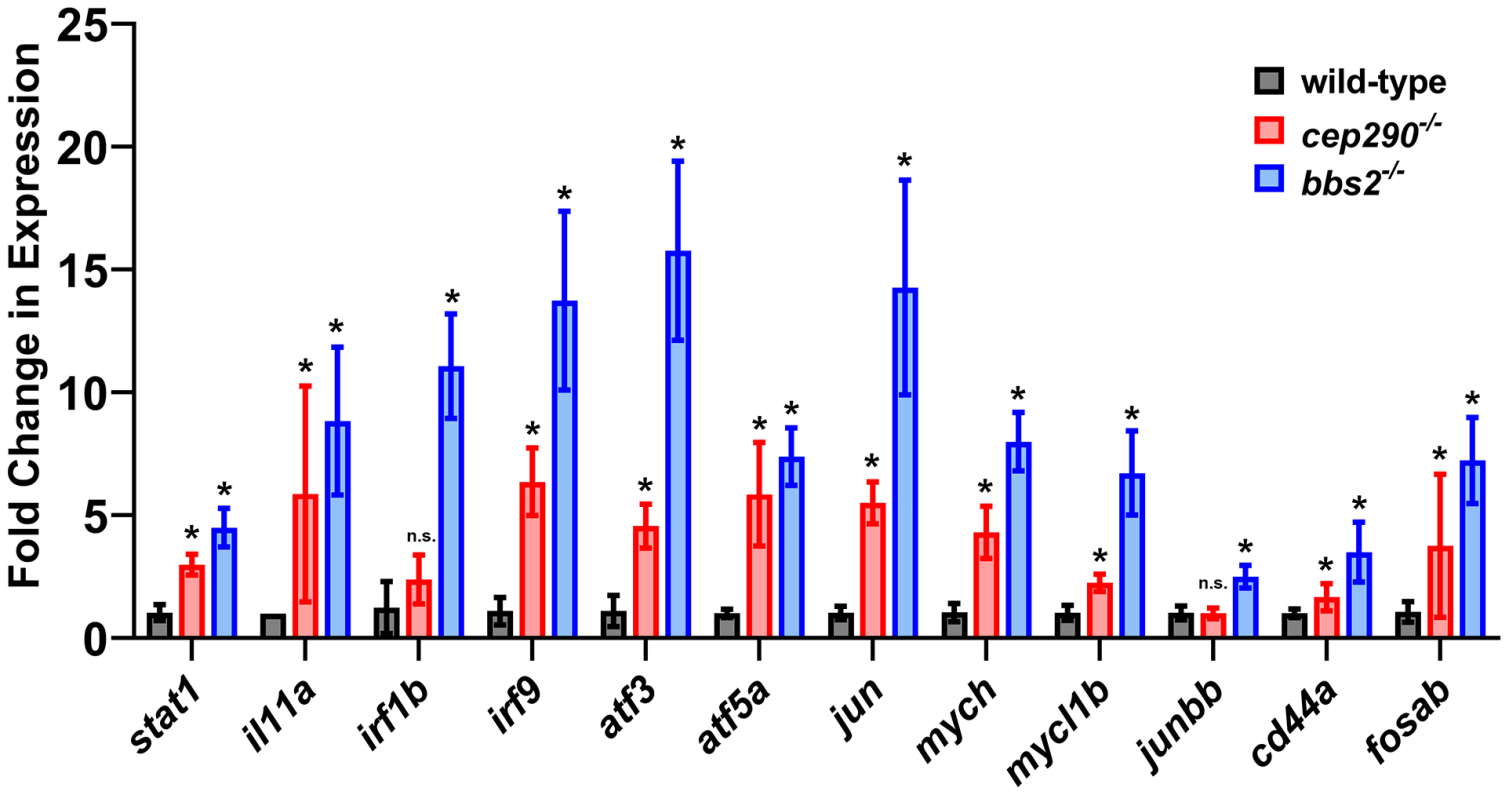
Fold change of gene expression in *cep290* and *bbs2* mutant retinas compared to wild-type animals. qRT-PCR of selected genes involved in inflammatory signaling and apoptosis processes in 6 mpf mutants. Gene expression was normalized to 18S reference gene expression and plotted relative to expression in wild-type siblings. Data are plotted as the mean ± S.D. Three technical replicates were conducted on each of four distinct biological samples of RNA. At least 2 retinas were pooled for each biological sample. *p < 0.05 by way of two-way Mann Whitney tests.

As the *cep290* and *bbs2* mutants do not exhibit signs of regeneration but show evidence of inflammation, we asked how the gene expression patterns in *cep290* and *bbs2* mutants compared to the transcriptomes of wild-type animals at different stages of regeneration following acute light injury. A previous study provided detailed transcriptional profiling of wild-type retinas during early stages of regeneration at 24 h post lesion (hpl), 36 hpl, 72 hpl, and at ages of neuronal differentiation, such as 5 days post lesion (dpl) and 10 dpl, and at later points of functional recovery, such as 14 dpl and 28 dpl (Kramer et al., 2021). First, all individual DEGs from *cep290* and *bbs2* were hierarchically clustered with those DEGs identified in wild-type retinas over the course of a 28-day retinal regeneration (*n* = 1183). In aggregate, expression in the two mutants most closely resembles those of zebrafish at later stages of regeneration when proliferation has largely ceased and photoreceptors are differentiating (Figure 6A). When the analysis was restricted to the common genes differentially expressed in the two mutants (*n* = 179), the expression profiles most closely resembles the profiles from later stages of degeneration (Figure 6B). Genes of the Apoptosis and gonadotropin-releasing hormone receptor signaling pathways are also overrepresented among the 1,183 genes differentially expressed over this time series, suggesting that coordination of these two pathways is critical to the regeneration response.

**Figure 6:**
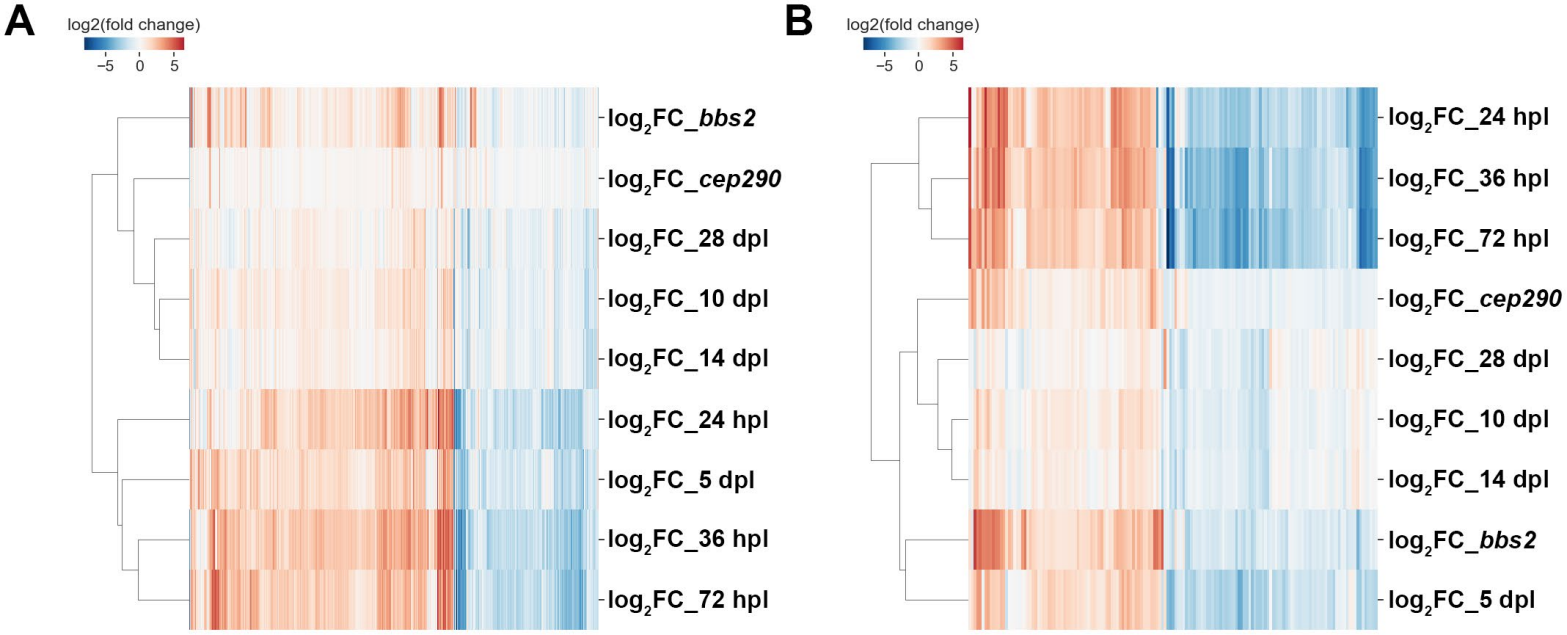
*cep290* and *bbs2* mutant gene expression as compared to a regeneration time series. **(A)** Differentially expressed genes across a 28-day retinal regeneration versus expression in *cep290* and *bbs2* versus wild-type. Expression in the mutants did not reach the levels seen between 24 h post-lesion and 5 days post-lesion and was most comparable to animals 10–28 days post-lesion. **(B)** 179 of the DEGs shared between *cep290* and *bbs2* were also differentially expressed between 24 and 72 h post-lesion, and the expression of these genes closely paralleled that of the actively regenerating animals.

## Discussion

This report provides a comprehensive transcriptomic analysis of *cep290* and *bbs2* mutant retinas at a time when photoreceptor degeneration is ongoing. Previous work had demonstrated that both *cep290* and *bbs2* mutants undergo slow retinal degeneration with increased retinal inflammation (Song et al., 2020; Fogerty et al., 2022). Zebrafish possess a remarkable ability to regenerate lost neurons in response to acute injury (Nagashima and Hitchcock, 2021) and it remains unclear why mutants with progressive, chronic degeneration, such as *cep290* and *bbs2*, fail to initiate a regenerative response. Transcriptional changes in response to acute damage to the zebrafish retina have been extensively documented (Kassen et al., 2007; Ramachandran et al., 2012; Sifuentes et al., 2016; Mitchell et al., 2019; Hoang et al., 2020; Kramer et al., 2021), while only a limited number of studies have examined transcriptional changes in retinal degeneration mutants (Morris et al., 2011; Saddala et al., 2020). The goals of this study were to identify transcriptional changes that were common between two models of retinal ciliopathies and to ascertain if those differences could provide insight on the reasons why these mutants do not exhibit signs of regeneration.

Analysis of the *cep290* and *bbs2* retinal transcriptomes found that both mutants share very similar gene expression profiles. Consistent with degeneration of photoreceptors, genes associated with phototransduction and light perception were downregulated. The enrichment of upregulated DEGs associated with protein synthesis and inflammatory signaling suggested that the zebrafish retina responds to photoreceptor loss by significantly increasing production of secreted molecules such as cytokines and other pro-inflammatory molecules. Inflammation plays an essential role in stimulating the initial reprogramming events that occur during retinal regeneration (Nagashima and Hitchcock, 2021). Prolonged exposure to inflammatory signaling, however, can also have negative consequence on regeneration (Silva et al., 2020). We previously reported that the reduction of microglia in *cep290; irf8* mutants lowered inflammation and prevented photoreceptor loss (Fogerty et al., 2022). Additional studies will be required to better understand the impacts of inflammation on photoreceptor loss and regeneration in models with chronic degeneration.

While gene expression in retinas from *cep290* and *bbs2* mutants differed significantly from gene expression in uninjured wild-type retinas, there was considerable similarity with the transcriptional profile observed in wild-type retinas between 5 and 28 days after acute light damage. At 5 days following injury, proliferating progenitor cells begin to differentiate into new photoreceptors (Raymond et al., 2006; Kramer et al., 2021). This corresponds to a significant shift in expression profiles from the early response to injury seen between 24 and 72 h post injury (Kramer et al., 2021). At later time points after injury, photoreceptors complete differentiation and markers of inflammation decrease. By 28 days following injury, photoreceptors appear to regenerate completely and appear similar to uninjured retinas (Vihtelic and Hyde, 2000; Kramer et al., 2021). Nevertheless, the transcriptome of retinas at the 28-day time point were notably different from uninjured retinas and share several similarities with that of the *cep290* and *bbs2* mutants. Thus, the transcriptional response to chronic degeneration in *cep290* and *bbs2* mutants was more similar to that of a morphologically and functionally regenerated retina than that of an uninjured zebrafish retina.

Bulk RNA-seq studies provide an insight into the gene expression of a tissue or cell population of interest and have both advantages and disadvantages. The approaches for conducting RNA-seq are widely accessible and data can be rapidly collected and analyzed to assess changes in gene expression. The data reflect changes in genes that are expressed at the time of tissue collection and often biased toward the most abundant transcripts in the samples, which may also reflect those transcripts found in the most abundant cell type in the tissue of interest. 

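Genes of cone phototransduction took 2.9 ± 0.115% (SD) of all gene counts in wild-type siblings and 1.44 ± 0.1% in *bbs2* mutants, 0.495 times as much (exact permutation p = 0.0286, 4 against 4). The rod opsin gene *rho* alone went from 1.25 ± 0.212% to 2.02 ± 0.206% (exact permutation p = 0.0286). All rod phototransduction genes together took 3.06 ± 0.251% and 3.96 ± 0.504% (exact permutation p = 0.0571). Genes of photoreceptor structure and the visual cycle went from 1.27 ± 0.0429% to 1.15 ± 0.0617% (exact permutation p = 0.0286).
Shares of genes of other cells were smaller. Microglia and macrophage genes took 0.0463 ± 0.00421% in wild-type siblings and 0.122 ± 0.0128% in mutants, and pigment epithelium genes 0.0473 ± 0.00653% and 0.242 ± 0.0404% (exact permutation p = 0.0286 for each). The same 50 genes, the most abundant on average over the 8 libraries, took 22.6 ± 0.291% and 23.1 ± 1.66% (exact permutation p = 0.6). The ratio was 1.05 without mutant 1 (p = 0.0286, exact permutation).

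**Figure D4:**
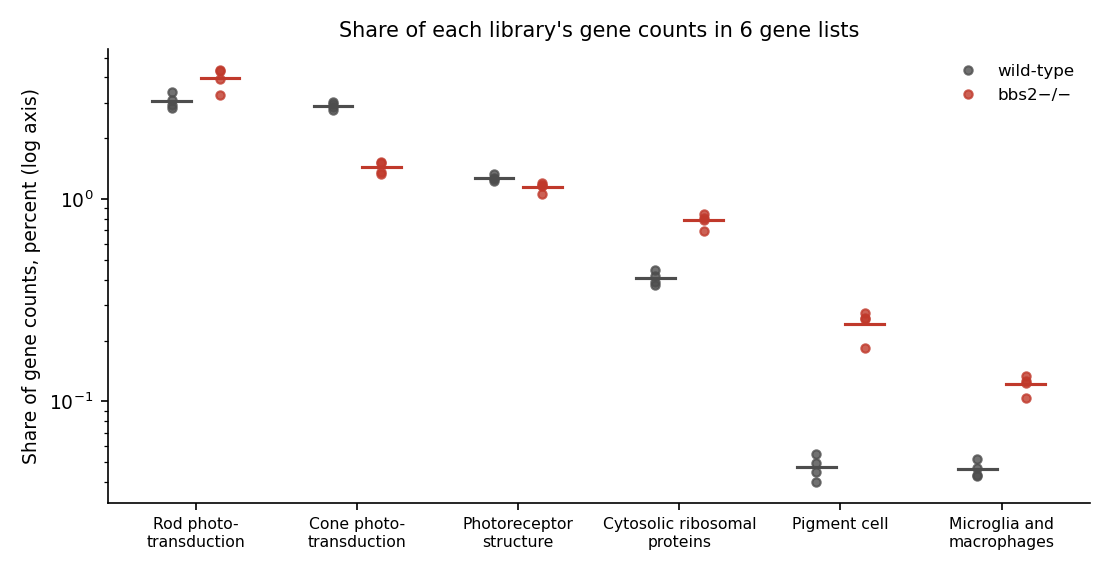
Share of each library's gene counts (percent, log axis) taken by 6 gene lists in the 4 wild-type and 4 mutant libraries; points are libraries and bars are means. The cone list lies lower and the ribosomal, pigment cell and microglia lists higher in all 4 mutants.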

Here, we found a significant number of changes in expression of photoreceptor genes. This likely reflects both that photoreceptors are degenerating and that photoreceptors are among the most abundant cells in the retina. 

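Genes of microglia and macrophages rose in *bbs2* mutants almost without exception. Of 40 tested, 36 rose and none fell in edgeR's test (37 and none adjusted over the list alone), with a median log2FC of 2.00 (camera adjusted p = 6.59e-21). The myeloid factor *spi1b* (3.42 ± 0.25, SE), *csf3r*, the receptor for granulocyte colony-stimulating factor (2.89 ± 0.23), and the lipoprotein gene *apoc1* (2.96 ± 0.13) rose. Of 30 neutrophil and lymphocyte genes 7 had enough counts to test. Of these 7, 4 rose and none fell, on both adjustments, with a median of 2.67 (camera adjusted p = 1.5e-04). The median was 0.46 over those members with at least 10 counts in every library. Only 2 of the 7 had a wild-type mean over 1 CPM, so genes low in wild-type siblings could enter the test through their mutant counts. The direction of such genes is fixed in part by the filter. The 4 that rose are *mmp13b*, *srgn* of immune granules (2.76 ± 0.44), lysozyme *lyz* (2.67 ± 0.50; 3.30 without wild-type 3) and the protease *mmp9* (4.90 ± 0.74; 4.31 without mutant 1).
Genes of Müller glia moved less. Of 33 tested, 10 rose and 2 fell on both adjustments, with a median of 0.16. *fabp7a*, which binds fatty acids (1.08 ± 0.12), and *mfge8a*, which tags dying cells for uptake (1.08 ± 0.13), rose, and the glutamate transporter *slc1a2b* fell (-0.29 ± 0.07). The list rose at camera adjusted p = 0.0411 (adjusted p = 0.16 with an estimated correlation), and not without wild-type 4 (0.0529) or mutant 4 (0.0626), with DESeq2 (0.0517) or with the replicate block (0.0608).
Genes of the pigment epithelium and melanophores rose, with a median of 3.09. Of 24 tested, 20 rose and none fell (22 and none over the list alone; camera adjusted p = 7.9e-16, and adjusted p = 0.051 with an estimated correlation). The retinoid isomerase gene *rpe65a* (3.84 ± 0.49) and the melanosome genes *tyrp1b* (4.32 ± 0.25), *dct* (3.73 ± 0.27) and *pmela* (3.13 ± 0.29) are among those that rose. These genes belong to a tissue that the dissection aimed to leave behind.
Markers of horizontal cells were slightly lower. Of 15 horizontal cell genes 6 fell (8 over the list alone) and none rose, with a median of -0.32. The list fell at camera adjusted p = 6.39e-04 (adjusted p = 0.0468 with an estimated correlation). Among the genes that fell was the melanopsin gene *opn4.1* (-0.92 ± 0.07).

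**Figure D5:**
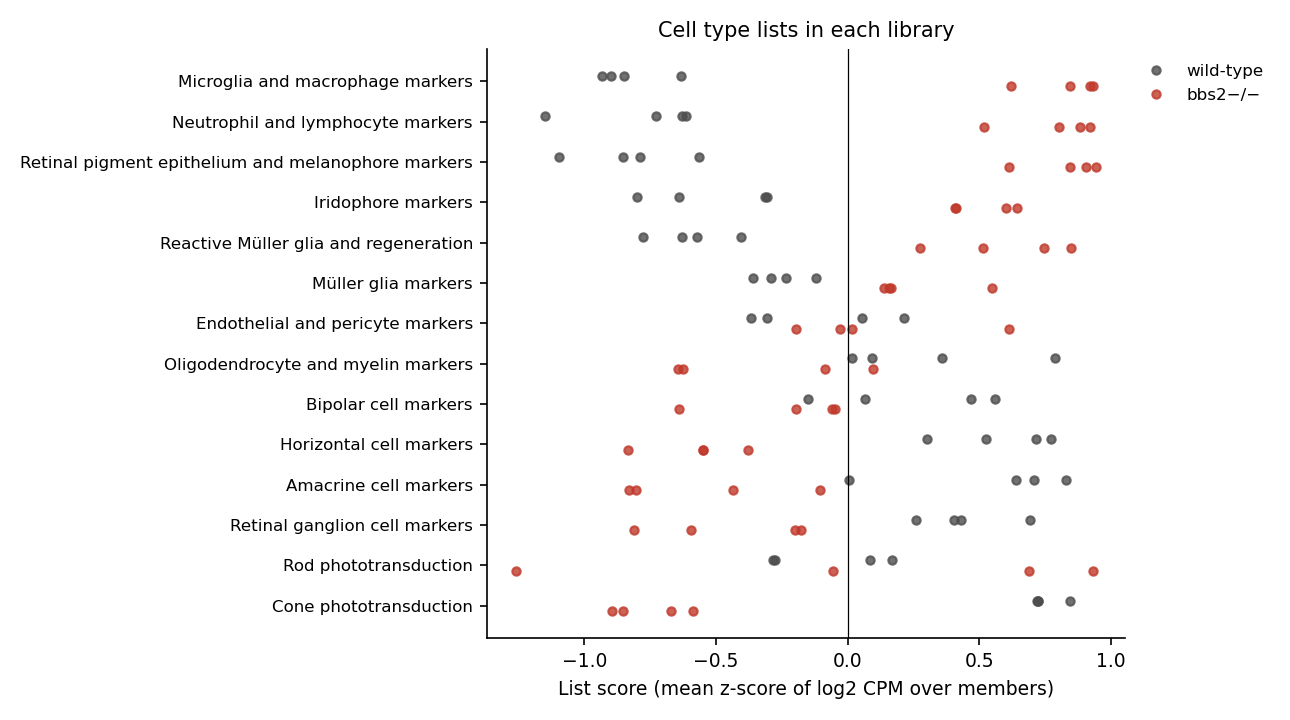
Score of each cell type list (mean z-score over its genes, horizontal axis) in the 4 wild-type and 4 mutant libraries; each point is a library. Microglia scores are above 0 in the 4 mutants and below 0 in the 4 wild-type siblings, and rod scores overlap.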

While genes expressed in microglia and Müller glia are contained in our data sets, the overall number of transcripts will be lower and this may limit the ability to detect significant changes in gene expression. As Müller glia are the source of neural progenitors that ultimately regenerate into photoreceptors, identifying changes in Müller glia gene expression will require the use of single cell RNA-seq (scRNA-seq) to provide higher resolution.

Overall, this report provides a foundation for subsequent comparative analyses with other zebrafish models of retinal degeneration, as well as mouse models of retinitis pigmentosa, to identify gene expression changes that contribute to photoreceptor death and for the discovery of pathways that regulate regeneration.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repositories and accession numbers can be found at: bbs2 RNAseq data – NCBI GEO, GSE223277. *cep290* RNAseq data – NCBI BioProject, PRJNA787536.

## Ethics statement

The animal study was reviewed and approved by the Cleveland Clinic Institutional Animal Care and Use Committee (IACUC).

## Author contributions

SG and BP conceived and designed the experiments, analyzed the data, and wrote and edited the manuscript and figures. SG, DP, and BP performed the experiments. All authors contributed to the article and approved the submitted version.

## Funding

This work was supported by NIH grants R01-EY017037 and R01-EY030574 and a Doris and Jules Stein Professorship Award from Research to Prevent Blindness BP. Additional support was provided by an NIH P30 core grant (P30-EY025585), a Foundation Fighting Blindness (FFB) Center Grant, and an Unrestricted Award from Research to Prevent Blindness to the Cole Eye Institute. The LRI Genomics Core is supported by an NIH P30 core grant (P30-CA043703). The funding agencies had no role in the design or execution of the research.

## Conflict of interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

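Total RNA of adult zebrafish retinas was compared between *bbs2* mutants and wild-type siblings. There were 8 libraries, 4 of each genotype, and each sample held 2 pooled retinas from fish of 6 months, dissected after dark adaptation so as to leave most of the retinal pigment epithelium behind. The groups are those of the authors' sample labels, and the comparison of the mutants with their siblings is the only one made. The *cep290* libraries and the published regeneration data that the paper compares were not used here. The long gene tables of the supplement were not used for any test, since the copy held here is shortened.
The authors depleted ribosomal RNA, made stranded libraries and sequenced pairs of 100 nucleotides. They aligned reads to GRCz11 with the annotation of Ensembl release 104 in STAR 2.7.5a, which also gave the gene counts, and ran DESeq2 1.30.1 in R 4.0.4. The strand setting of the counting is not given in the sources used here. The authors deposited raw gene counts, which are whole numbers and the basis of all main results. They also deposited a normalized signal, which equals each count divided by 1 size factor per library (0.718 to 1.37), and TPM, which sum to the same total in each library and whose tool is not given in the sources used here. Their table of comparisons holds mean signal, a log2 fold change with its standard error, a test score and a p-value with FDR, all made by the authors with DESeq2, and it was used only to count shared calls. Each table lists 32520 genes and no row without a gene. Gene symbols are those of the authors' table, and 29201 of its identifiers (89.8%) are also named in the reference table at hand, which is of the assembly GRCz12tu, so no coordinates are given. Where a symbol of a list stands for more than 1 identifier (19 symbols), each identifier counts as a member.
Counts were tested with edgeR 4.0.16 (R 4.3.3) by its quasi-likelihood test with robust fitting, after TMM scaling and the default filter at a minimum count of 10, with genotype as the only term and Benjamini-Hochberg adjustment at FDR 0.05. The paper states FDR 0.05 and, for its most changed genes, a log2 fold change of 0.5, and both are used here. The filter left 17144 genes, the common dispersion was 0.0185 and the biological coefficient of variation 13.6%. Of the tested genes 6586 had an unadjusted p under 0.05. Replicate libraries of a genotype differed by more than sampling noise, with a chi-square per degree of freedom of 5.71 to 12.3 between pairs. Levels (CPM) are counts scaled to a common library size after TMM, computed here. A gene with no count in a group is given as at least a fold against a floor of 3 counts over the group, and one with 1 to 3 counts by its ratio of counts with an exact 95% interval, which covers counting error only.
The steps were tested on simulated data for this comparison, with counts for 17111 genes that passed the filter. Of the genes changed by a log2 fold change of 0.5, 34.7% were called, with 73.5% at 1, 100% at 2 and 95.7% at 3. Of 16918 unchanged genes 14 were called, and of 40 unchanged lists 0 by camera. Genes were simulated independently of each other, while estimated correlations within the real lists reached 0.653. The 0 lists called therefore do not show how camera does on lists whose genes vary together.
Some of the gene lists hold genes that the study named from these samples and are not independent of those genes. The 38 lists cover photoreceptor, clock, immune, glial, growth, translation, stress and signalling genes and markers of other cell types that a dissected retina could hold, and were written from general knowledge and from the paper. Of these, 37 had at least 5 tested members and were tested with camera (limma 3.58.1) on log2 CPM with a prior count of 2 and a preset correlation of 0.01, adjusted over the lists. Members called were counted with the adjustment over all genes and over the list alone, and compared with all tested genes by Fisher's exact test, two-sided. A score per library is the mean z-score of a list's members, compared by an exact permutation test over 70 arrangements, two-sided, whose smallest p is 0.0286. Cone minus rod is the difference of the mean log2 CPM of these 2 lists per library. Libraries were clustered as the authors did, on z-scores of normalized counts with average linkage.
The named genes are those that the paper's text names, the 12 largest changes in each direction among called genes with an average log2 CPM of at least 1 and no overlap between genotypes (genes named only by a clone left out), and up to 4 called members of each list in each direction by smallest p, of which the text gives those first in that order. Members later in that order were left out for length after their values were seen, so counts of named genes over the alternatives cover the genes printed. *rpe65a*, *pmela*, *dct* and *tyrp1b* were picked for a test of carried-over pigment cells before its result was seen. Genes read from the figures are given mostly as counts. The list of genes taken to qRT-PCR that was fixed in advance also held *irf3* and *atf5b*, read from the primer table, and only the genes of the paper's text are counted. The paper's text and figures had been seen when the rule was set. Symbols with 2 tested identifiers are counted but not named. Some genes that the rule selects are not reported here.
The alternatives were DESeq2 1.42.0, other scalings (relative log expression factors, library totals), no filter or a count of at least 10 in every library, libraries thinned to the smallest total, limma on log2 TPM with a pseudocount of 1 or 0.1 and without a filter, limma-voom, the replicate number as a block, leaving out mitochondrial genes or the 50 most abundant genes, and leaving out each library in turn. For lists, camera with an estimated correlation was run, and fry, which tests a list against no change and not against other genes. Leaving out the pigment cell lists was added after the data had been seen. All 35 splits of the libraries into 4 against 4 were fitted in the same way. Figures were drawn with matplotlib 3.10.9 in python 3.11.15.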

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

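The count of lists in other splits with an estimated correlation, the look at how the splits mix the genotypes and the test of opsin copies were chosen only after the results were seen.
The number of called genes, 4824, was weighed first. Of the 35 splits of the 8 libraries into 4 against 4, only 1, the real one, called as many, and the highest other split called 1. The same held for the 3008 genes beyond a log2 fold change of 0.5 (1 split, highest other 1). A share of 1 in 35 is the smallest that these splits can give. Every other split mixes the genotypes, which adds any difference between them to the spread within its groups and lowers its calls. These counts argue against chance but cannot exclude it. For the 26 lists called at the preset correlation chance stays open, since 2 splits reached that count (highest other 26). The other of these splits keeps 3 libraries of each genotype together, and the splits with 2 libraries of each genotype on both sides called at most 5 lists. The count of 10 lists called with an estimated correlation was reached by the real split only (1 split, highest other 0), with the same limit. The totals of the 2 genotypes differ in mean, but at equal totals 86.9% of the calls were made again in the same direction, which argues against depth as the cause of most of them, while the genotype and what was dissected with each retina stay open.
Cone phototransduction genes fell while rod genes did not. A lower share of all photoreceptor RNA in mutant samples would lower both alike, but the median log2 fold change of rod genes exceeded that of cone genes by 1.49. Reads moved between near-identical opsin copies would spare the other cone genes, but these had a median of -1.44, with 22 of 23 lower and 0 higher in edgeR's test. The opsins did not all move alike. The sum of the red opsins went from 1970 to 2210 CPM (exact permutation p = 0.257), while that of the green opsins went from 1880 to 1470 CPM (exact permutation p = 0.0286) and *opn1sw2* fell. How reads were assigned between opsin copies was not examined, so the rises of *opn1lw1* and *opn1mw3* may depend on it. The values of the other cone genes are what fewer cones or less RNA per cone in mutants would give. RNA of whole retinas does not separate these. The paper cites earlier work for a progressive cone degeneration in these mutants. The fall of cone RNA was found and tested on the same libraries.
Pigment epithelium and melanophore genes rose with a median of 3.09. Of that list, 4 members singled out before the result was seen, *rpe65a*, *pmela*, *dct* and *tyrp1b*, rose together, by 3.13 to 4.32. This is what more pigment epithelium or choroid carried over with mutant retinas would give. As these genes are part of the list, their rise restates the pattern and does not tell carry-over from the other explanations. Carry-over that differed between single dissections, carry-over tied to genotype, for example through tighter attachment, and pigment cells within mutant retinas all remain open.
In 23 of 444 groups of 4 libraries (5.18%) a single library lay far from the other 3, about the 1 in 20 that chance gives. The value is the gap to the nearest library over the range of the group. In wild-type 1 they are *farsa* 0.857 and *sncgb* 0.902. In wild-type 2 they are *ccl34b.1* 0.905 and *rorca* 0.902. In wild-type 3 they are *chac1* 0.848, *cxcl18b* 0.911, *ifi45* 0.854, *masp1* 0.93 and *stat3* 0.849. In wild-type 4 they are *cidec* 1 and *hspb8* 0.868. In mutant 1 they are *esrra* 0.921 and *ndrg1a* 0.9. In mutant 2 they are *opn1lw2* 0.888. In mutant 3 they are *braf* 0.873 and *eef1a1l1* 0.918. In mutant 4 they are *mfge8a* 0.841, *opn1mw2* 0.88 and *sox9a* 0.897. The other groups are the cone list score in wild-type 2 (0.978), the Müller glia score in mutant 4 (0.931), total counts in wild-type 1 (0.9) and the mitochondrial share in wild-type 3 (0.883).
Several lists called at the preset correlation cover genes of which the paper names few or none. Their median log2 fold changes were 3.09 for pigment epithelium and melanophores, 1.08 for iridophores, 0.47 for the integrated stress and unfolded protein responses, 0.37 for heat shock proteins, -0.32 for horizontal cells, -0.23 for amacrine cells and -0.2 for ganglion cells. With an estimated correlation those of the integrated stress and unfolded protein responses and of horizontal cells hold their call, and the other 5 lose it. The iridophore median was 0.18 over members with at least 10 counts in every library.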

How the results depend on the processing

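Leaving out the pigment cell lists was chosen only after the data were seen, and the other alternatives were planned. The number of genes called was 4824 in the main test and 3258 to 4990 over the alternatives, with 0 genes called in the opposite direction under any of them. DESeq2 called 4961, 2792 up and 2169 down. Genes called down, 2221, were 1335 with library totals, which shift the median log2 fold change of all tested genes, and 1427, 1410 and 1133 with limma on log2 TPM (pseudocount 1, pseudocount 0.1, and 1 without a filter). The cause in TPM was not tested. Leaving out 1 library called 3939 to 4712 genes. Deviations of same-numbered libraries correlate at -0.07 to 0.06 over all tested genes. Replicate numbers thus do not pair the libraries over genes as a whole, which does not exclude a shared effect on some genes. The replicate block called 4759 genes, 93.5% of the main calls among them. Of 173 named genes in 22 settings, 3680 of 3743 pairs kept direction and side of the threshold, 45 lost the call, 18 gained one and 0 reversed. Of 165 called named genes 153 kept the call in each setting that tested them, and settings that leave genes out did not test some of them.
With an estimated correlation these lists lost their call, by adjusted p: photoreceptor structure 0.478, circadian clock 0.0817, cytokines 0.0709, complement 0.187, Müller glia 0.16, ribosomal proteins 0.0695, aminoacyl-tRNA synthetases 0.0695, AP-1 0.0952, oxidative stress 0.0817, PDGF 0.0817 and pigment epithelium 0.051, and also cell cycle, heat shock, iridophore, amacrine and ganglion cells. A floor of 10 counts in every library, which tests fewer members, ended those of photoreceptor structure (0.0759), cytokines (0.146), complement (0.726), oxidative stress (0.102) and iridophores (0.621) and lowered the medians of cell cycle, neutrophil and iridophore genes to 0.29, 0.46 and 0.18. On log2 TPM with pseudocount 1 the medians of neutrophil and pigment epithelium genes were 1.5 and 2.34. Photoreceptor structure was also lost with thinned libraries (0.07), the replicate block (0.0589) and without the pigment cell lists (0.0504), Müller glia with DESeq2 (0.0517) and the replicate block (0.0608), and AP-1 with library totals (0.0641). Tested against no change, by fry, photoreceptor structure had 0.0534. Their causes were not tested.
Leaving out 1 library gave adjusted p from 0.0251 to 0.15 for photoreceptor structure, 0.0249 to 0.0626 for Müller glia, 0.0187 to 0.0696 for AP-1, 0.0222 to 0.0633 for PDGF and 0.0382 to 0.188 for the hormone list, which passed without wild-type 2. The ratio of rises among negative regulators of proliferation, 1.47 in the main test, passed with DESeq2 (1.66), no filter (1.89), TPM with pseudocount 1 (1.69), 0.1 (1.73) or 1 without a filter (2.19) and the replicate block (1.71), and ran from 1.23 to 1.69 with 1 library left out. Mutant over wild-type ratios with 1 library left out were 1.13 to 1.31 for total counts, 1.04 to 1.06 for genes detected and 0.996 to 1.05 for the share of the 50 most abundant genes. The difference of cone and rod genes kept its sign and p = 0.0286 (exact permutation) throughout, from -1.72 to -1.52. Depth limits genes with few counts, such as cytokine genes, most of which were too low to test. In simulated data 34.7% of changes by a log2 fold change of 0.5 were found among 17111 genes. The simulation did not vary depth and changed far fewer genes than were called here. It therefore does not show what depth does to small changes, or what share of them was missed in the real data.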

Differences from the paper's values

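The paper gives 30000000 total reads per *bbs2* library on average. The mean of the gene counts per library is 8650132.5. These are different measures, reads sequenced and reads assigned to genes, and no alternative set before the data were examined brings the counts to the paper's value.
The paper states that the term for negative regulation of cell population proliferation holds more upregulated genes. Over the 67 genes listed here for it, which are not the ontology term, 15 rose and 13 fell, and rises were 1.47 times as frequent as among all tested genes (Fisher's exact test, p = 0.122). Fisher's exact test passes with DESeq2 (1.66, p = 0.0369), without a filter (1.89, p = 0.0132), with limma on log2 TPM at pseudocounts of 1 (1.69, p = 0.0437) and 0.1 (1.73, p = 0.0281) and at 1 without a filter (2.19, p = 0.0077), with the replicate block (1.71, p = 0.0236), without wild-type 4 (1.69, p = 0.0329) and without mutant 1 (1.63, p = 0.0486).
Figure 2B names *gapdhs* and *mt-co1* among its changed genes, and the other genes of the 50 pass here. *gapdhs* (log2FC -0.17, edgeR adjusted p = 0.0662) passes with DESeq2 (0.0311), limma-voom (0.041) and without mutant 4 (0.0302). *mt-co1* (-0.22, 0.0624) passes with DESeq2 (0.047), no filter (0.0212), limma-voom (0.0341) and without mutant 4 (0.0356). Figure 4D names *hsp70.3* and *hsp70l*, and the other 9 of its genes pass. *hsp70.3* (1.44, 0.0618) passes with DESeq2 (0.0261), the replicate block (0.00458), without wild-type 1 (0.00723) and without mutant 3 (0.0357). *hsp70l* (1.32, 0.0793) passes with DESeq2 (0.0103), limma-voom (0.0355), the replicate block (0.00246) and without wild-type 1 (0.0122).
The legend of Figure 4 speaks of downregulated factors in panel D, where none of the 11 labelled genes fell in edgeR's test, while *esrra*, *dusp1* and *tgif1*, which fell, are labelled in panel B. Figure 4A gives apoptosis as many genes as panel D labels and the gonadotropin-releasing hormone receptor pathway as many as panel B, so the pathways of the 2 panels are uncertain, and the counts here follow the panel letters. The paper calls *nin* the only downregulated gene of the PDGF pathway. It is the only one of the 10 genes of Figure 4C to fall, and 8 of the 72 genes of the wider list used here fell.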

Other observations

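Tests of hypotheses stand with the patterns above, and among them the split counts with an estimated correlation and the opsin copies were chosen only after the result was seen. Genes of the integrated stress response and the unfolded protein response rose in *bbs2* mutants. Of 53 tested, 27 rose and 4 fell (30 and 4 adjusted over the list alone; camera adjusted p = 7.11e-07), 3.36 times as many rises as among all tested genes (Fisher's exact test, adjusted p = 6.35e-09). Besides *atf5a* and *atf5b*, the amino acid transporter gene *slc7a1a* rose (2.60 ± 0.26, SE), and *chac1*, which breaks down glutathione, fell (-0.95 ± 0.18). Of 32 heat shock genes 13 rose and none fell (16 and 2 over the list alone), with the mitochondrial chaperonin gene *hspd1* (1.35 ± 0.12) among them (camera adjusted p = 0.00119, and adjusted p = 0.0933 with an estimated correlation). In the same mutant libraries the pigment epithelium and microglia lists took 5.12 and 2.63 times their wild-type share of counts.
Among markers of amacrine, ganglion and bipolar cells more fell than rose, and most did not pass. Of 25 amacrine cell genes 8 fell and none rose on both adjustments (camera adjusted p = 3.11e-04, and adjusted p = 0.187 with an estimated correlation), among them *calb2b*, which encodes a calcium-binding protein (-0.40 ± 0.07), and *gad1b*, of GABA synthesis (-0.36 ± 0.07). Of 26 ganglion cell genes 8 fell and none rose (10 and none over the list alone; camera adjusted p = 0.00242, and adjusted p = 0.111 with an estimated correlation), among them *sncgb* (-0.38 ± 0.06). Of 22 bipolar cell genes 1 rose and 5 fell (1 and 6 over the list alone), with a median log2FC of -0.15, and the list did not pass (camera adjusted p = 0.0735). It passed without wild-type 1 (0.0489), wild-type 4 (0.0317) or mutant 4 (0.0491), with 0.0317 to 0.289 over its alternatives. Of 11 iridophore genes 6 rose and 1 fell on both adjustments (camera adjusted p = 0.00221, and adjusted p = 0.0578 with an estimated correlation and 0.621 over members with at least 10 counts in every library).
Lists of other tissues did not pass camera's test, and the lens list was too small for it. No fixed list covers fat tissue, so its carry-over was not tested. Of 20 endothelial and pericyte genes 4 rose and 1 fell, on both adjustments, with *fli1b* (2.52 ± 0.45) up and *esama* (-0.69 ± 0.13) down (camera adjusted p = 0.494). Of 12 oligodendrocyte and myelin genes 2 rose and none fell in edgeR's test (2 and 4 over the list alone), *sox10* among those that rose (0.60 ± 0.14), with a median of -0.30 (camera adjusted p = 0.134). Of 8 erythrocyte genes 1 rose, the transferrin receptor gene *tfr1a* (2.84 ± 0.31), and 1 fell (camera adjusted p = 0.529), and none of the 4 lens genes tested passed, with a median of -0.40. Of 13 genes of muscle and connective tissue 3 rose and 1 fell (4 and 1 over the list alone; camera adjusted p = 0.264). The one that fell is *kera*, of corneal stroma (-2.48 ± 0.28), while *mgp* of the same list rose.
Among genes chosen after their values were seen, the lipid droplet gene *cidec* had 84 counts in mutants and 1 in wild-type siblings, a ratio of 69.3 (95% counting interval 12.1 to 2770), and the glycerol channel gene *aqp7* had 90 and 2.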
